# COP9 signalosome is required for adipose tissue maintenance and metabolic health

**DOI:** 10.1016/j.jlr.2026.100977

**Published:** 2026-01-08

**Authors:** Hongyi Zhou, Shayantani Chakraborty, Xuelei Zhao, Neal L. Weintraub, Huabo Su, Weiqin Chen

**Keywords:** protein homeostasis, adipose tissue, energy homeostasis, obesity

## Abstract

Constitutive photomorphogenesis mutant 9 (COP9) signalosome (CSN) is composed of eight subunits (CSN1 through CSN8). It acts as an essential regulator of Cullin-RING-ubiquitin ligases (CRLs), which target critical cellular regulators for degradation via the ubiquitin (Ub) proteasome pathway. The role of CSN in adipose tissue development and function has not yet been studied. We sought to determine the role of CSN8, the smallest subunit of the CSN complex, in adipogenesis, adipose tissue maintenance, and metabolic balance. We first found that CSN8 level remained constant during adipogenesis and knocking down CSN8 by CRISPR/Cas9 did not impair adipocyte differentiation. Notably, mice with adipocyte-specific *Csn8* gene deletion (*Csn8*^*AKO*^) showed disrupted CSN holo-complex formation and Cullin deneddylation, leading to the loss of white and brown adipose tissue. *Csn8*^*AKO*^ mice displayed insulin resistance while maintaining glucose tolerance. They showed increased food intake and a trend toward higher energy expenditure but were cold-intolerant. Bulk RNA sequencing revealed that CSN deficiency caused significant remodeling of white and brown adipose tissues, characterized by adipocyte death and inflammation. Specifically, white and brown adipose tissues lacking CSN8 exhibited marked upregulation of apoptotic and pyroptotic cell death, which was associated with alterations in ubiquitination and proteasome activity. In addition, *Csn8*^*AKO*^ mice were protected from high-fat diet-induced adipose tissue expansion but developed notable hepatomegaly, steatosis, and insulin resistance. Taken together, our data highlights that CSN8/CSN is crucial for maintaining protein homeostasis in adipose tissue, promoting adipocyte survival, supporting adipose tissue maintenance, and overall metabolic health.

Adipose tissue is essential for energy metabolism and is the body's most adaptable tissue, constantly changing in size and number of adipocytes (1). White adipose tissue (WAT) serves as both an energy storage depot and a key endocrine organ that regulates overall energy balance. In contrast, brown adipose tissue (BAT) can convert chemical energy into heat, potentially offering a protective effect against obesity and its related metabolic diseases (2). Defects in adipocyte development or function can lead to metabolic conditions like insulin resistance and diabetes. A detailed understanding of the complex mechanisms of adipose tissue biology is crucial for treating diseases such as obesity and lipoatrophy.

The constitutive photomorphogenesis 9 (COP9) signalosome (CSN) is an evolutionarily conserved multiprotein complex essential for various biological responses, including the cell cycle, signal transduction, DNA damage repair, transcriptional regulation, cell survival, and differentiation (3, 4). Canonical CSN consists of eight subunits (CSN1 through CSN8), which are required for CSN holo-complex assembly (5). Most of the functions of CSN are purportedly involved in regulating the activity of Cullin-RING ligases (CRLs) and the subsequent ubiquitin-proteasome system (UPS)-mediated proteolysis of their targeted substrates (6). CSN forms complexes with and inactivates CRLs by removing a small ubiquitin-like modifier named neural precursor cell-expressed, developmentally downregulated 8 (NEDD8). Cullin neddylation is essential for the assembly and activation of the CRL, while Cullin deneddylation is crucial for disassembly and, thus, the dynamics of CRLs (3, 4). CSN5 contains isopeptidase activity, which removes NEDD8 from Cullins via deneddylation (7). Loss of one CSN subunit destabilizes other CSN subunits to varying degrees, resulting in reduced deneddylation activity and destabilization of substrate-recognizing adaptors in CRLs (8, 9). In addition, CSN recruits deubiquitinating enzymes, which remove ubiquitin from monoubiquitinated or polyubiquitinated substrates (3). CSN is also associated with different kinases, which phosphorylate the substrates of the UPS, thereby modulating protein stability (10). CSN and its variants CSN^CSN7A^ and CSN^CSN7B^ have been shown to influence adipogenesis (11, 12). During adipocyte differentiation, CSN subunits were reported to be regulated differently, with CSN6/8 levels decreasing and CSN7 levels increasing in mature adipocytes compared to preadipocytes (13). Knocking down CSN1 or CSN7A impaired adipogenesis (12, 14, 15), whereas overexpressing CSN7A accelerated it (16). However, the physiological role of CSN in the development and function of adipose tissue has never been investigated.

CSN8 is the smallest and the least conserved subunit of the CSN complex required for the structural integrity of CSN holo-complex and CUL deneddylation (17, 18). Free monomeric CSN8 is generally not detected under normal conditions; however, evidence suggests the existence of a low-abundance, small CSN8-containing complex separate from the main CSN complex (19). Conditional deletion of CSN8 during late T-cell development impairs the reactivation of quiescent T-cells in response to immune stimulation (20). Hepatic deficiency of CSN8 induces UPS impairment and Bim-mediated apoptosis of hepatocytes in murine liver (21, 22). Cardiac ablation of CSN8 impairs myocardial protein degradation by UPS and autophagic-lysosomal pathways, resulting in cardiac hypertrophy, heart failure, and premature death in mice (17, 23). However, the exact roles of CSN8 in adipose development and function remain to be defined.

In this study, we examined the role of CSN8/CSN in adipose tissue function by generating mice with CSN8 specifically deleted in adipocytes. Analyzing these mice under normal diet conditions and after they developed diet-induced obesity, along with in vitro experiments, showed that CSN is not necessary for adipogenesis but is vital for the survival of mature white and brown adipocytes at least in vivo. Our findings suggest that the COP9 signalosome plays a crucial role in regulating the mass of WAT and BAT, as well as overall energy balance, thereby enhancing our understanding of adipocyte biology and potentially opening new avenues for treating adipose-related disorders.

## Materials and methods

### Mice

*Csn8*^*f/f*^ mice (17) were bred with mice in which Cre expression is driven by the adiponectin promoter (JAX # 01083) to delete exons 4–6 of *Csn8* to generate adipocyte-specific *Csn8* knockout (*Csn8*^*AKO*^) mice. *Csn8*^*f/f*^ littermates served as wild-type controls (Ctrl). All mice, unless otherwise specified, were fed a chow diet (2018 Teklad Global 18% Protein Rodent Diet, Inotiv Inc.) and maintained under standard conditions with a controlled 12 h/12 h light/dark cycle at 21°C ambient temperature. For diet-induced obesity, 6-week-old mice were fed a high-fat diet (HFD, 60% fat by kcal; D12492, Research Diets Inc., New Brunswick, NJ). Body weight (BW) was measured weekly. Adipose tissues and liver were dissected and weighed and normalized to the BWs. Male mice were mainly used, with the main metabolic phenotypes investigated in female mice. Genotype-, age- and sex-matched mice were randomly assigned to treatment groups. The IACUC at Augusta University approved all animal experiments (IACUC File # 2012-0462).

### Cell culture, CRISPR/Cas9 gene targeting, lentivirus production and infection, adipocyte differentiation, triglyceride contents, and oil-red O staining

All cell culture reagents were obtained from Thermo Fisher Scientific Inc. (Pittsburgh, PA). Insulin, dexamethasone, isobutylmethylxanthine (IBMX), and puromycin were obtained from MilliporeSigma (St. Louis, MO). All cells were cultured at 37°C incubator with 5% CO2. Mouse embryonic fibroblasts were isolated from 12.5- to 14.5-day-old embryos from C57BL/6J mice and differentiated into adipocytes as described (24, 25). RAW264.7 (ATCC TIB-71) was cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum and 1% penicillin-streptomycin. The 3T3-L1 cells (ATCC CL-173) were maintained in DMEM containing 10% calf bovine serum (ATCC® 30–2030™) and 1% penicillin-streptomycin. Lentiviral particles expressing pLenti-CRISPR V2 empty vector or gRNA1 and gRNA2 against murine *Csn8* (GenScript, New Jersey, NJ) were produced in HEK293T cells as previously described (26). The two guide RNA (gRNA) sequences are: gRNA1, GAACCGAGCTCAAGCTGCCA; gRNA2, GCTAGAAGCTGACCGTACAC. Virus supernatants were combined with fresh DMEM complete medium at a 1:1 ratio to infect proliferating 3T3-L1 preadipocytes overnight in the presence of 8 μg/ml polybrene, respectively. Cells were then selected with 2 μg/ml puromycin for at least four days before being cultured to confluence for adipocyte differentiation following the standard hormone cocktail protocol as previously described (25). On the indicated days, cells were directly lysed in PBS containing 1% Triton X-100 to measure intracellular triglycerides (TGs) using an Infinity Triglyceride assay kit (Thermo Fisher Scientific). Data were normalized to the amount of cellular protein as determined using a Bradford protein assay (Bio-Rad Laboratories, Hercules, CA). Oil-red O staining was performed and photographed using a camera or a microscope, as described previously (25).

### Human/mouse adipose tissue fractionation and preparation of conditioned media from adipocytes

Deidentified human mediastinal adipose tissue was collected as surgical waste from patients undergoing cardiothoracic surgeries. All procedures involving human adipose tissue were approved by the Augusta University Biosafety Office (protocol # 1210). Human and mouse adipose tissues were digested with collagenase type IV at 37°C in a water bath, shaken at 100 rpm for 40–60 min. The digest was filtered through a 250-μm-pore-size mesh, followed by centrifugation at 100 g for 10 min to separate the stromal vascular fraction from the floating adipocytes. Mouse primary adipocytes were cultured in conditioned media (CM) (Phenol-red free DMEM with 2% FFA-free BSA, L-glutamine, 1% penicillin-streptomycin) at a 1:1 ratio (1 ml adipocytes/1 ml CM) for 18 h. CM were then collected as previously described (27) and used to culture RAW264.7 cells at a 1:1 dilution for 18 h.

### Histology, immunohistochemistry, and immunofluorescent staining

Tissue samples were fixed, processed, and stained with hematoxylin and eosin (H&E) for examination. For MAC2 immunohistochemistry, the sections were incubated overnight with anti-MAC2 (125401, BioLegend, RRID: AB_1134237), followed by detection using the ABC Vectastain Elite kit (Vector Laboratories) according to the manufacturer’s instructions. Immunofluorescent staining of PLIN1 was carried out in paraffin-embedded sections after deparaffinization, rehydration, and antigen retrieval. Sections were then incubated overnight with anti-PLIN1 (Cell Signaling Technology, Danvers, MA), followed by probing against F(ab')2-Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, Cat#A11072). Sections were then counterstained with 4′,6-Diamidino-2-phenylindole (DAPI, Sigma-Aldrich, D-9542), mounted. Fluorescent images were captured with a Fluorescence Microscope (BZ-X710, KEYENCE, Osaka, Japan).

### Measurement of blood parameters

Enzymatic assay kits were used to determine serum nonesterified fatty acids (NEFAs) (WAKO NEFA analysis kit (NEFA-HR(2); Wako Pure Chemical Industries), glycerol (free glycerol reagent, Cat#F6428, MilliporeSigma, Burlington, MA), triglycerides (Infinity Triglycerides Assay Kit, Cat#TR-22421, Thermo Fisher Scientific) and cholesterol (Infinity Cholesterol Assay Kit, Cat#TR-13421, Thermo Fisher Scientific). Plasma insulin (Millipore Sigma, Cat#EZRMI-13K) and leptin (Millipore Sigma, Cat#EZML-82K) levels were measured using enzyme-linked immunosorbent assay kits according to the manufacturer’s protocols.

### Tissue triglyceride contents, glucose, and insulin tolerance tests

Tissue TGs were extracted and dissolved in chloroform as previously described (28). A small aliquot (5–30 μl) was removed and dried. The TG concentration in this aliquot was determined using the Infinity Triglyceride Assay Kit and normalized to tissue weight. Glucose tolerance tests were performed in 6 h fasted chow diet-fed mice or 16 h fasted HFD-fed mice with intraperitoneally (*i*.*p*) injection of glucose at 1.5 g glucose/kg BW. Insulin tolerance tests were performed in 6-h fasted mice with an *i*.*p*. injection of human insulin (Novo Nordisk) at 0.75 U/kg for mice on a chow diet and 2.0 U/kg for mice on a HFD, respectively. Blood glucose levels were measured by a One-touch Ultra glucose meter before and at 15, 30, 60, and 120 min after glucose or insulin administration.

### Body composition, indirect calorimetry, and thermogenesis

Body composition, including fat and lean body masses, was assessed using nuclear magnetic resonance (NMR)-based Bruker Minispec mq10. Food intake, activity, oxygen consumption, and energy expenditure were assessed in a metabolic monitoring system (Comprehensive Lab Animal Monitoring System (CLAMS), Columbus Instruments, Columbus, OH) for 4 days (2 days of acclimation followed by 2 days of measurement) according to the manufacturer’s protocols. All measurements were expressed as normalized to BW. Locomotor activity was measured by counting the number of infrared beam breaks on the x- y- and z-axes during the measurement period. Experiments were conducted at ambient temperature (21˚C). The core (rectal) temperature of individually housed mice was measured using a thermocouple probe connected to a thermocouple thermometer (BAT-12, Physitemp, Clifton, NJ) at 22°C ambient and at 1, 2 and 3 h after being placed at 4°C in the absence of food.

### Measurement of proteasome activity and protein carbonylation

We used the Proteasome Activity Fluorometric Assay (Cat #J4110, UBPBio, Dallas, TX) according to the manufacturer’s instructions to assess chymotrypsin-, trypsin-, and caspase-like activity. In each assay, we utilized MG132 (MilliporeSigma) controls for each sample to determine the specific proteasome activity (Δslope) over time. Protein oxidation was assessed using the OxyBlot Protein Oxidation Detection Kit (S7150; MilliporeSigma, Billerica, MA) according to the manufacturer's instructions.

### RNA sequencing and analysis

Total RNA was extracted by TRIzol™ (Thermo Fisher Scientific) from subcutaneous adipose tissues of 3-month-old Ctrl and *Csn8*^*AKO*^ mice (male, 4 h fast, n = 4) and brown adipose tissues of 4-week-old Ctrl and *Csn8*^*AKO*^ mice (male, 4 h fast, n = 5). Differential gene expression analysis was performed using bulk RNA-seq at the Genome Technology Access Center at Washington University. The library was prepared using a RiboErase rRNA removal kit (Kapa Biosystems). Complementary DNA (cDNA) was generated using SuperScript III RT enzyme (Life Technologies). cDNA was blunt-ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12–15 cycles using primers incorporating unique dual index tags. Fragments were sequenced on an Illumina NovaSeq X Plus using paired end reads extending 150 bases. Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Ensembl release 101 primary assembly with STAR version 2.7.9a1. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 2.0.32. Isoform expressions of known Ensembl transcripts were quantified with Salmon version 1.5.23. We performed differential gene expression analysis of count data using the R Package DESeq2 (1.36.0). We used a Benjamini–Hochberg false discovery rate-adjusted *P* value less than or equal to 0.05 to select differentially expressed transcripts. Metascape was used to further analyze and annotate Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. SRplot was used to draw an enrichment bubble plot.

### RNA isolation and real-time quantitative PCR

Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific, Cat#15-596-018) according to the manufacturer's guidelines. The quality and quantity of the extracted RNA were assessed using a BioTek Take 3 spectrophotometer. For reverse transcription, we used MLV-V reverse transcriptase coupled with random primers (Thermo Fisher Scientific). Real-time quantitative RT-PCR was performed using SYBR Green Dye on the AriaMX (Agilent, Santa Clara, CA). Gene expression levels were normalized to two housekeeping genes (*Rplp0* and/or *Ppia*) based on the Genorm Algorithm (RRID:SCR_006763). Data were expressed as fold changes relative to control tissue or cells. All tissue gene expression studies were performed in mice after 4 h fast. Supplemental Table S1 lists the RT-PCR primer sequences for genes that were analyzed.

### Western blots

Total proteins were extracted by homogenizing tissues or cells in a lysis buffer containing 25 mM Tris–HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 1% Triton X-100%, and 10% glycerol with freshly added protease inhibitor cocktail (MilliporeSigma) and phosphatase inhibitor (Thermo Fisher Scientific). The protein concentrations were determined using the Bradford protein assay (Bio-Rad). Standard Western immunoblotting procedures were carried out to analyze the proteins. Chemiluminescent substrate ECL (MilliporeSigma) was used for blot development with an A600 Imager (Cytiva, Marlborough, MA). iQTL software (Cytiva, Marlborough, MA) and ImageJ were utilized for the quantification of the results. The antibodies used are listed in Supplemental Table S2.

### Quantification and statistical analysis

Quantitative data were presented as means ± standard error of the mean (SEM). All animal experiments were carried out in at least two independent cohorts, except for the RNA-Seq and HFD-induced obesity experiments. Sample sizes were based on retrospective data and an R2 value of 0.8 for the functional assays corresponding with a value of n = 8, a = 0.05 and 80% power, assuming a linear regression model with two prior covariates. Statistical significance was assessed with GraphPad Prism 10.1.3 using either an unpaired *t* test or multiple unpaired t-tests with the Holm–Sidak method or two-way analysis of variance (ANOVA) with Tukey’s multiple comparison test, as dictated by the experiments. Shapiro–Wilk or Kolmogorov–Smirnov tests were performed to assess normality before statistical analysis. Detailed statistical tests and corresponding sample sizes (n) are provided in the respective figure legends. A *P* value of less than 0.05 was considered statistically significant.

## Results

### CSN8 is dispensable for white adipocyte differentiation

We first examined whether the expression of CSN8 is altered during adipocyte differentiation. CSN8 did not exhibit significant changes at the protein level during the differentiation of white adipocytes from mouse embryonic fibroblasts. However, a reduction in CSN1 was noted in differentiating (2 days after induction) and mature (8 days after induction) adipocytes (Fig. 1A). Expression of both CSN8 and CSN1 was similar in 3T3-L1 preadipocytes (day 0) versus differentiated (day 8) mature adipocytes (Fig. 1B), and in stromal vascular cells (SVCs) and mature adipocytes fractionated from human adipose tissue biopsy (Fig. 1C). Therefore, the expression of components of the CSN complex, particularly CSN8, was not perturbed during adipocyte differentiation.

**Fig. 1:**
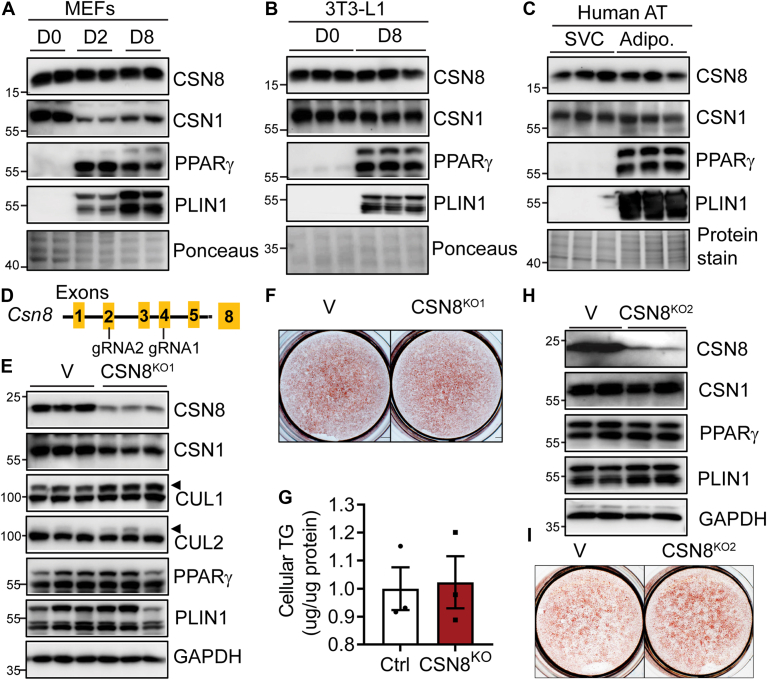
CSN8 is dispensable for adipocyte differentiation. A–B: Protein expression during the adipocyte differentiation of MEFs at days (D) 0, 2, and 8 after induction of adipocyte differentiation. B: Protein expression in D0 (before induction) and D8 mature 3T3-L1 adipocytes. C: CSN8 expression in stromal vascular cells (SVCs) and mature adipocytes fractionated from the human mediastinal adipose biopsy. D: CRISPR/Cas9 strategy indicating the targeted exons of gRNA1 and gRNA2 used to delete murine CSN8. E: 3T3-L1 cells were infected with lentiviruses expressing empty vector (V) or gRNA1 against the murine *Csn8* gene to knock down CSN8 (KO1). Cells were differentiated using a standard protocol, and protein expression was examined in D8 mature adipocytes. Arrowhead indicates neddylated CULs. F–G: Oil-red O staining and intracellular triglyceride content quantification in D8 adipocytes. H–I: Western blot and Oil-red O staining in D8 mature adipocytes differentiated from V and CSN8 KO2 cells generated from gRNA2 against the murine *Csn8*. Data are from three independent experiments. MEF, mouse embryonic fibroblast.

To investigate whether CSN8 is involved in adipocyte differentiation, we applied the CRISPR/Cas9 strategy to delete CSN8 using two gRNAs in 3T3-L1 preadipocytes, respectively, and then subjected cells to hormone cocktail-induced adipogenesis (Fig. 1D). In mature adipocytes 10 days after differentiation, we found that CSN8 expression was markedly reduced by gRNA1 compared to vector-infected control cells (Fig. 1E). Knockdown of CSN8 led to a reduction in the expression of other CSN subunits, such as CSN1, suggesting impaired CSN complex formation in CSN8^KO1^ adipocytes (Fig. 1E). Subsequently, there was increased neddylation of Cullin 1 (CUL1) and CUL2, which exhibited a slower migration rate than the corresponding native forms, indicating that the Cullin deneddylation activity was compromised in CSN8^KO1^ adipocytes (Fig. 1E). However, knockdown of CSN8 did not impact adipocyte differentiation, as indicated by similar expression of adipocyte marker proteins (PPARγ and PLIN1) (Fig. 1E) and TG accumulation assessed through oil-red O staining and cellular TG content (Fig. 1F–G) between Control and CSN8^KO1^ cells. Similar results were also observed in gRNA2-generated CSN8^KO2^ 3T3-L1 cells (Fig. 1H–I). Therefore, CSN8 and its associated COP9 signalosome activity are dispensable for adipocyte differentiation.

### Adipose-specific deletion of CSN8 reduces adiposity in mice

Since CSN8 is dispensable for adipocyte differentiation, we next generated adipocyte-specific *Csn8* knockout mice using the Adiponectin-Cre driver strain (*Csn8*^*AKO*^) to evaluate the role of CSN8 in regulating mature adipose function (Fig. 2A). CSN8 was significantly deleted in epididymal white adipose tissue (eWAT) and subcutaneous WAT (sWAT) of *Csn8*^*AKO*^ mice, respectively (Fig. 2B). We also observed reduced expression of other CSN subunits, such as CSN1 (Fig. 2B). Furthermore, eWAT and sWAT in *Csn8*^*AKO*^ mice displayed an increase of neddylated CUL1, CUL2, and CUL4A (Fig. 2B), indicating that the Cullin deneddylation activity was compromised in *Csn8*-deficient adipose tissue. 4 to 16-week-old male *Csn8*^*AKO*^ mice maintained similar BWs compared to *Csn8*^*f/f*^ Control (Ctrl) mice (Supplemental Fig. S1A). However, by 12 weeks of age, there was about a 51% reduction of total body fat mass and a 9.8% increase in lean mass in male *Csn8*^*AKO*^ mice, respectively, compared with their wildtype counterparts (Fig. 2C–D). Such changes were further exacerbated in 16-week-old male *Csn8*^*AKO*^ mice (Fig. 2C–D). Interestingly, loss of eWAT was only evident starting at 16 weeks of age in male *Csn8*^*AKO*^ mice based on either the absolute mass or after normalization to BW (Supplemental Fig. S1B and Fig. 2E, respectively). By contrast, *Csn8*^*AKO*^ sWAT exhibited a more obvious reduction starting from as early as 4 weeks old, with an almost 50% reduction in sWAT mass by 16 weeks old (Supplemental Fig. S1C and Fig. 2F). Although the absolute liver masses only trended higher (Supplemental Fig. S1D), liver weights normalized to BWs were significantly increased in 12 and 16-week-old male *Csn8*^*AKO*^ mice (Fig. 2G). Morphological analyses confirmed reduced eWAT and sWAT as well as increased liver sizes in 16-week-old male *Csn8*^*AKO*^ mice (Fig. 2H). Histological analysis revealed changes in adipocyte size and an increase in stromovascular cells in the eWAT and sWAT of 16-week-old male *Csn8*^*AKO*^ mice (Fig. 2I). Despite an increase in their liver sizes, there were no apparent differences in liver histology in *Csn8*^*AKO*^ mice (Fig. 2I). Further analysis identified no differences in liver TG contents even between 6-month-old male Ctrl and *Csn8*^*AKO*^ mice (Fig. 2J). In addition, even though there were no significant differences in BWs (Supplemental Fig. S2A), 16-week-old female *Csn8*^*AKO*^ mice demonstrated about 25% loss of fat mass with maintained lean mass (Supplemental Fig. S2B and C, respectively). Upon dissection, 16-week-old female mice exhibited a 55% reduction in gonadal WAT (gWAT) and a 67% loss in sWAT, together with a 24% increase in liver masses (Supplementary Fig. S2D–E). These data suggest that *Csn8*^*AKO*^ mice exhibit a lean phenotype in both male and female mice, indicating an essential role of CSN8 in maintaining adipose tissue mass.

**Fig. 2:**
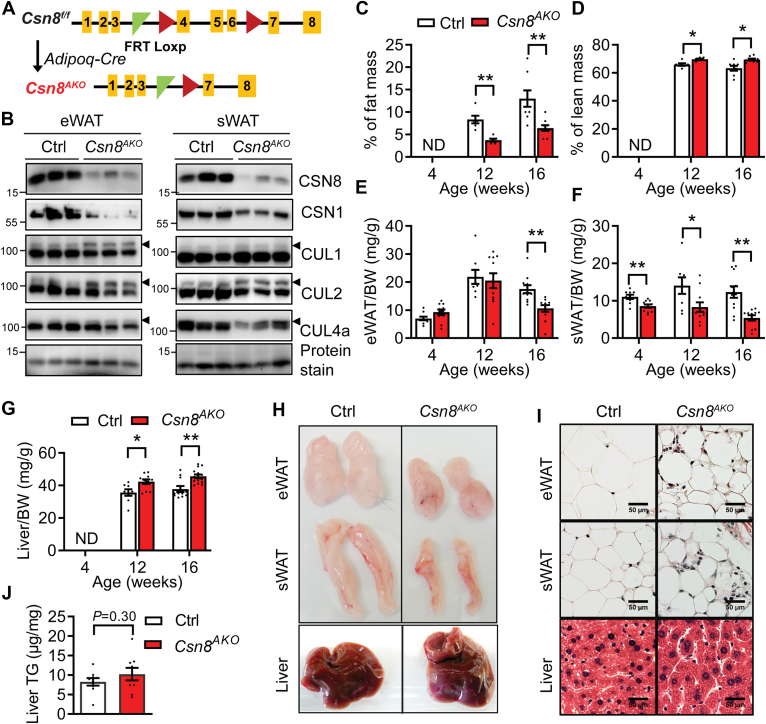
Adipose-specific loss of CSN8 reduces adiposity in male mice. A: Strategy depicting the generation of *Csn8*^*f/f*^; *AdipoqCre*^-^ (Ctrl) and *Csn8*^*f/f*^; *AdipoqCre*^*+*^ (*Csn8*^*AKO*^) mice. B: Western blot confirming the depletion of CSN8, the expression of CSN1 and neddylation of CULs in eWAT and sWAT, respectively. Arrowhead indicates neddylated CULs. (C) % of fat mass, (D) % of lean mass, (E) eWAT, (F) sWAT, and (G) liver weights as normalized to body weights (BW) in 4-, 12-, and 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. ND: not determined. n = 6–13/group. Multiple unpaired *t* test with the Holm–Sidak method. H: Representative tissue morphology after dissection and (I) representative hematoxylin & eosin staining of eWAT, sWAT, and liver from 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. Scale bar = 50 μm. J: Liver triglyceride contents in 6-month-old male Ctrl and *Csn8*^*AKO*^ mice. n = 9/group. Unpaired *t* test. WAT, white adipose tissue; eWAT, epididymal WAT; sWAT, subcutaneous WAT. ∗*P* < 0.05; ∗∗*P* < 0.005 versus Ctrl.

### Mice with adipose-specific deletion of CSN8 exhibit insulin resistance and altered energy homeostasis

Reduced adipose mass is linked to altered nutritional and energy homeostasis. We first found no significant differences in the fasting plasma levels of TG, cholesterol, and NEFA, except for slightly reduced plasma glycerol levels in *Csn8*^*AKO*^ mice fed a normal chow diet (Table 1). However, male *Csn8*^*AKO*^ mice manifested higher plasma insulin levels (Fig. 3A). Their leptin levels were also reduced compared to Ctrl mice, in line with their reduced body fat mass (Fig. 3B). Not surprisingly, male *Csn8*^*AKO*^ mice displayed insulin resistance, but they were still able to maintain similar glucose tolerance as compared to Ctrl mice (Fig. 3C-D, respectively). Female *Csn8*^*AKO*^ mice also displayed significant insulin resistance, accompanied by maintained glucose tolerance, confirming the development of a prediabetic phenotype only (Supplementary Fig. S2F–G, respectively). Male *Csn8*^*AKO*^ mice were hyperphagic, especially during the daytime (Fig. 3E). These mice also exhibited higher oxygen consumption and CO2 production during both day and night (Fig. 3F–G). There was a tendency for higher heat production in *Csn8*^*AKO*^ mice (Fig. 3H). In line with higher food intake, male *Csn8*^*AKO*^ mice exhibited a higher respiratory exchange ratio, particularly during the daytime (Fig. 3I). There was no difference in activity levels between the two genotypes (Fig. 3J). These data suggest that deletion of CSN8/CSN in adipocytes disrupts whole-body insulin sensitivity and energy balance.

**Table 1:** Plasma parameters in male Ctrl and *Csn8*^*AKO*^ mice fed with a normal chow diet or a high-fat diet

Diet	CD		HFD	
Genotype	Ctrl (n = 8)	*Csn8*^*AKO*^ (n = 9)	Ctrl (n = 5)	*Csn8*^*AKO*^ (n = 9)
TG (mg/dl)	43.4 ± 2.7	44.2 ± 3.2	36.1 ± 3.2	37.5 ± 2.7
TC (mg/dl)	81.7 ± 3.3	85.3 ± 2.4	101.1 ± 8.4	99.3 ± 4.6
NEFA (mM)	1.43 ± 0.12	1.77 ± 0.15	0.95 ± 0.14	1.01 ± 0.1
Glycerol (mg/dl)	35.5 ± 2.0	28.1 ± 1.8^a^	38.9 ± 3.6	25.0 ± 1.4^b^

NEFA, nonesterified fatty acid; TC, total cholesterol; TG, triglyceride.

Plasma biochemistry was analyzed in 4-h fasted normal chow diet (CD)-fed 16-week-old male Ctrl and *Csn8*^*AKO*^ mice, and Ctrl and *Csn8*^*AKO*^ mice fed with high-fat diet (HFD) for 10 weeks starting from 6 weeks of age. Data were presented as means ± SEM.

a *P* < 0.05.

b *P* < 0.005 versus Ctrl mice under the same diet.

**Fig. 3:**
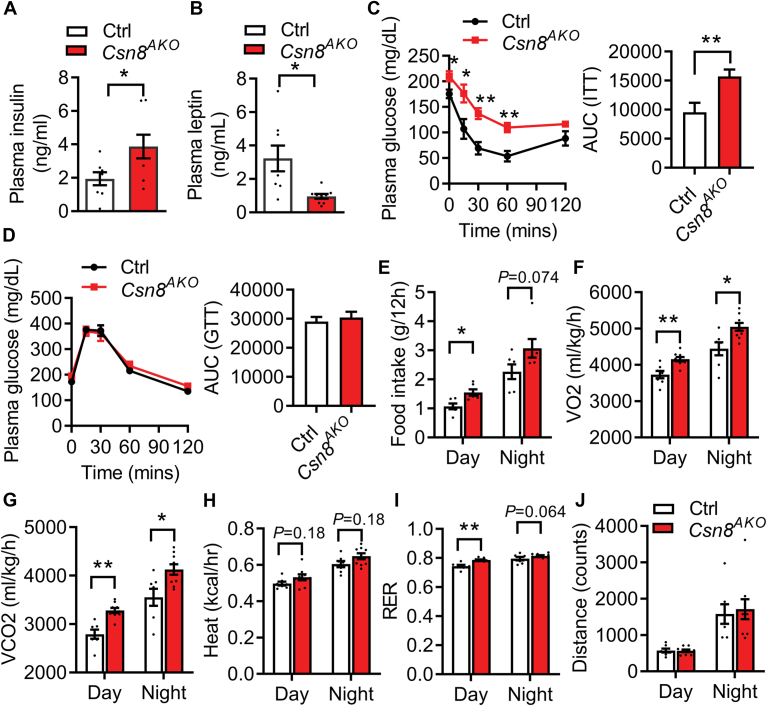
Mice with adipose-specific deletion of CSN8 display insulin resistance and altered energy homeostasis. (A) Plasma insulin and (B) leptin levels in 4 h fasted 16-week-old male Ctrl and *Csn8*^*AKO*^ mice (n = 8–9/group). Unpaired *t* test. (C) Insulin tolerance tests and area under the curve (AUC), (D) glucose tolerance tests and AUC. Multiple unpaired *t* test with the Holm-Sidak method. (E) Food intake, (F) O2 consumption (VO2), (G) CO2 production (VCO2), (H) heat production, (I) respiratory exchange ratio (RER), and (J) distance as measured by counts of beam breaks during day and night periods. 16-week-old male Ctrl and *Csn8*^*AKO*^ mice were used. n = 7–9/group. Two-way ANOVA with Tukey’s multiple comparison test. ∗*P* < 0.05; ∗∗*P* < 0.005.

### CSN8-deleted WATs show reduced metabolic signaling and increased inflammation

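Total RNA was sequenced from the sWAT of 4 Ctrl and 4 *Csn8* AKO mice killed at 12 weeks of age after a 4 h fast. The *Csn8* AKO mice lack CSN8 in adipocytes, because Cre recombinase driven by the adiponectin promoter removes exons 4 to 6 of *Cops8*, the symbol of *Csn8* in the files. Ribosomal RNA was depleted before paired reads of 150 bases were made. The authors aligned the reads to the mouse genome GRCm38 and deposited, for each library, the number of uniquely aligned reads on each of 55487 Ensembl genes without normalization. The totals ran from 15835721 to 23109603 reads per library, with medians of 17924116 in Ctrl mice and 17631371 in *Csn8* AKO mice (two-sided exact permutation test, p = 0.943). A single ribosomal RNA gene, taken as the measure of the ribosomal RNA share, held 1.73% to 18.9% of the reads in Ctrl libraries. In *Csn8* AKO libraries it held 3.81% to 46.8% (same exact test, p = 0.343). The counts were compared between genotypes by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment over the 18843 genes that passed edgeR's filter on low counts. Values per library are given as CPM after TMM normalization, which are counts scaled by library size. *Cops8* (ENSMUSG00000034432, chromosome 1, 90602981 to 90613341) went from 35.0 ± 0.911 CPM (SD, n = 4) in Ctrl mice to 32.2 ± 2.98 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change -0.12, standard error 0.11, adjusted p = 0.623). Its count covers 8 exons, and exons 4 to 6 make up 304 of the 2287 bases, so that a transcript without them is still counted. Counts per exon are not among the values analysed here. Of the other 9 COP9 signalosome subunit genes, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. The largest change among them was that of *Cops7a*, with a log2 fold change of -0.23 (adjusted p = 0.41).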

To explore the specific mechanisms by which CSN8 affects WAT remodeling, we analyzed differential gene expression using bulk RNA-seq in sWAT from male Ctrl and *Csn8*^*AKO*^ mice at 12 weeks of age, a relatively young age at which *Csn8*^*AKO*^ mice demonstrated significant sWAT loss. We identified 446 genes that were markedly downregulated and 513 genes that were significantly upregulated (Fig. 4A). 

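In the re-analysis of the deposited counts, 359 genes were lower and 265 were higher in *Csn8* AKO sWAT at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Without the fold change cutoff, 1000 genes had an adjusted p under 0.05, of which 566 were lower and 434 higher. The 4 *Csn8* AKO and 4 Ctrl libraries did not overlap for 617 of the 624 genes past both cutoffs. Among all genes tested this share was 14.0%, against 2.86% by chance. Scaling by library size alone gave the largest fold move in the number of higher genes, with 106 higher and 328 lower genes. It took the higher genes from 42.5% to 24.4% of the calls. Some alternatives raised the number higher, to 431 with DESeq2, 435 with all 4 groups in one fit and 463 with limma voom. The counts also depended on single libraries. Without *Csn8* AKO replicate 3 there were 117 higher and 153 lower genes, whereas without *Csn8* AKO replicate 2 there were 405 higher and 325 lower genes. Leaving out *Csn8* AKO replicate 1 gave 159 higher and 207 lower genes. Leaving out Ctrl replicates 2, 3 or 4 gave 145, 153 and 150 higher genes and 188, 177 and 164 lower genes, respectively. Leaving out *Csn8* AKO replicate 4, the numbers were 263 higher and 439 lower, and without Ctrl replicate 1 they were 284 higher and 357 lower.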

A KEGG analysis revealed enrichment for expression of genes involved in cytokine-cytokine receptor interaction, chemokine signaling pathway, neutrophil extracellular trap formation, as well as phagosome and efferocytosis pathways. In contrast, genes involved in insulin signaling pathway, cytochrome P450 pathway, AMPK signaling pathway, amino acid metabolism, regulation of lipolysis, and glutathione metabolism were significantly downregulated in the sWAT of *Csn8*^*AKO*^ mice (Fig. 4B). 

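The lists of genes behind the KEGG terms are not among the files, so the terms were represented by hand-written sets of genes and tested with limma's camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 19 pathway sets. In *Csn8* AKO sWAT, 84 of 103 tested phagosome genes were higher, with a median log2 fold change of 0.30 (adjusted p = 2.06e-11). For efferocytosis, 65 of 87 genes were higher (median 0.32, adjusted p = 8.33e-07), and for neutrophil extracellular trap formation without its histones, 47 of 72 (median 0.32, adjusted p = 1.50e-05). The mean levels of these 3 sets were higher in each of the 4 *Csn8* AKO libraries than in every Ctrl library. The set of cytokines and their receptors had 91 of 121 genes higher (median 0.42, adjusted p = 5.97e-04), and that of chemokines and their receptors 35 of 43 (median 0.56, adjusted p = 0.00195). Both set means were above the Ctrl mean in 4 of 4 *Csn8* AKO libraries, although the groups overlapped. Core histone genes were higher in 28 of 35 cases (median 0.31, adjusted p = 0.029, set mean above the Ctrl mean in 3 of 4 *Csn8* AKO libraries), but 0 of them had an adjusted p under 0.05 and 2 an unadjusted p under 0.05. That set lost its call in 5 of the 8 fits that each left out 1 library, with the largest adjusted p, 0.44, without Ctrl replicate 4. Camera called 16 of the 19 sets in this tissue, 8 in each direction. Camera asks whether the genes of a set changed more than other genes. Fry asks whether they changed at all, and estimates the correlation from the residuals. Fry called 9 of these 16 sets, and camera with an estimated correlation called 0. The 9 are the sets for neutrophil extracellular traps, phagosome, efferocytosis, cytokines, apoptosis, cytosolic DNA sensing, insulin signaling, AMPK signaling and degradation of branched-chain amino acids. With the estimated correlation, the alternative that moved these calls most, the phagosome set had an adjusted p of 0.148 (range over the alternatives 3.39e-13 to 0.148). The chemokine set had an adjusted p of 0.0706 under fry (range 1.62e-04 to 0.232). In the chemokine set the called genes with the smallest adjusted p were *Cxcl10*, which was lower with a log2 fold change of -1.58 (adjusted p = 0.00396), and *Ccl9*, which was higher at 1.60 (adjusted p = 0.00815). *Art3* overlaps *Cxcl10* on the opposite strand. In the cytokine set they were *Il1rn* at 2.99 (adjusted p = 0.00242) and *Eda2r* at 1.68 (adjusted p = 0.00612), and in the neutrophil extracellular trap set *Ncf1* at 1.11 (adjusted p = 0.00531) and *Itgam* at 1.21 (adjusted p = 0.00632). *Gtf2ird2* overlaps *Ncf1* on the opposite strand, and the predicted gene *Gm49368* overlaps *Itgam*. All 4 *Csn8* AKO libraries lay on one side of all 4 Ctrl libraries for each of these 6 genes.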

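In the set of insulin signaling genes, 79 of 113 were lower in *Csn8* AKO sWAT, with a median log2 fold change of -0.15 (camera, adjusted p = 2.14e-05). For AMPK signaling, 57 of 91 genes were lower (median -0.14, adjusted p = 1.50e-05). Amino acid metabolism was represented by the degradation of valine, leucine and isoleucine, with 38 of 44 genes lower, a median of -0.69 and an adjusted p of 1.21e-14. The mean of each of these 3 sets was lower in all 4 *Csn8* AKO libraries than in every Ctrl library. Genes that regulate lipolysis were lower in 26 of 46 cases (median -0.18, adjusted p = 0.00159, set mean below the Ctrl mean in 4 of 4 *Csn8* AKO libraries). That adjusted p was 0.0667 without *Csn8* AKO replicate 2, and under fry it was 0.13 (range over the alternatives 2.41e-06 to 0.407). The set for cytochrome P450 metabolism had 38 of 59 genes lower (median -0.28, adjusted p = 0.0328, set mean below the Ctrl mean in 3 of 4 *Csn8* AKO libraries). Past both cutoffs, 11 of its genes were lower and 8 higher. Its adjusted p was 0.521 without *Csn8* AKO replicate 2, 0.0604 without Ctrl replicate 4 and 0.337 under fry (range 0.00549 to 0.659). The called genes with the smallest adjusted p were *Gys2* and *Slc2a4* for insulin signaling, and *Adra1a* and *Gys2* for AMPK signaling. *Slc2a4* (ENSMUSG00000018566, chromosome 11, 69942539 to 69948188) fell from 188 ± 47.7 CPM (SD, n = 4) in Ctrl mice to 43.1 ± 15.7 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change -2.12, standard error 0.30, adjusted p = 0.00544), and *Adra1a* had a log2 fold change of -3.06 (adjusted p = 5.24e-04). *Mccc1* and *Ivd* of the amino acid set had log2 fold changes of -1.33 (adjusted p = 0.00479) and -1.28 (adjusted p = 0.00641). Genes that overlap *Mccc1*, including *Mccc1os*, share part of its position. *Cyp2f2* and *Cyp2u1* of the cytochrome P450 set had log2 fold changes of -3.06 (adjusted p = 8.37e-04) and -1.82 (adjusted p = 0.00379). *Cyp2f2* is overlapped by *Gm15883* and *Cyp2u1* by *4930534D22Rik*, both on the opposite strand. For regulation of lipolysis, *Pnpla2* had a log2 fold change of -1.28 (adjusted p = 0.0178) and *Pde3b* one of -1.16 (adjusted p = 0.0198). The adjusted p of *Pnpla2* passed 0.05 in 5 of the 8 fits that each left out 1 library, up to 0.0618 without Ctrl replicate 3, and that of *Pde3b* in 3 of 8, up to 0.0772 without *Csn8* AKO replicate 3. For each of the genes named here, all 4 *Csn8* AKO libraries were below all 4 Ctrl libraries.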

Heatmaps showed an increase in inflammatory genes (Fig. 4C). 

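All 29 genes labelled in the inflammation heatmap of Fig. 4C were higher in *Csn8* AKO sWAT, with a median log2 fold change of 1.22. Of these, 17 had an adjusted p under 0.05 and 15 were past both cutoffs. *Il1rn* changed most, with a log2 fold change of 2.99, and *Hist1h4f* least, with 0.64. Among the genes not past both cutoffs were *Ccr1*, *Ccr2*, *Cxcl13*, *Fgr*, *Hist1h2bb*, *Hist1h2bf*, *Hist1h3b*, *Hist1h4f*, *Il1r2*, *Pik3r5*, *Shc2*, *Tnfrsf11a* and *Tnfrsf12a*. In the insulin signaling heatmap, 12 of 12 genes were lower, with a median of -1.61, and 10 were past both cutoffs. *Cidea* changed most and *Gys1* least, with a log2 fold change of -1.22. The adjusted p of *Gys1* was 0.0299 and passed 0.05 in 5 of the 8 fits that each left out 1 library, up to 0.0925 without Ctrl replicate 2. *Hk2* and *Ppp1r3c* were not past both cutoffs. Among macrophage genes, *Adgre1* (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527) rose from 35.4 ± 3.34 CPM (SD, n = 4) in Ctrl mice to 87.8 ± 12.9 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 1.31, standard error 0.14, adjusted p = 0.0018). *Cd68* (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) rose from 38.8 ± 3.72 to 97.5 ± 38.5 CPM (means ± SD, n = 4 per group; log2 fold change 1.33, standard error 0.23, adjusted p = 0.0127), and *Lgals3* (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) from 62.7 ± 7.78 to 209.8 ± 55.4 CPM (log2 fold change 1.74, standard error 0.19, adjusted p = 0.00196). For each of these 3 genes the difference held in all 8 fits that each left out 1 library, with log2 fold changes of 1.24 to 1.40, 1.01 to 1.45 and 1.54 to 1.83, and all 4 *Csn8* AKO libraries were above all 4 Ctrl libraries. The set of 25 macrophage marker genes had a median log2 fold change of 0.86 (camera, adjusted p = 3.54e-22 over 17 marker sets). Its adjusted p was 0.00866 under fry, but 0.0764 under camera with an estimated correlation (range over the alternatives 2.76e-26 to 0.0764). From these expression data, and from its staining for MAC2 and blots of AKT, the paper proposes that loss of CSN8 in adipose tissue brings about inflammation that goes with insulin resistance.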

Upregulation of macrophage marker genes, including *Adgre1*, *Cd68*, and *Lgals3*, was confirmed by RT-PCR in both eWAT and sWAT of 16-week-old *Csn8*^*AKO*^ mice (Fig. 4D). Using immunohistochemistry to detect MAC2 (encoded by *Lgals3*), we detected enhanced staining in both eWAT and sWAT of *Csn8*^*AKO*^ mice, indicating increased presence of infiltrating macrophages (Fig. 4E). In line with reduced insulin signaling in *Csn8*^*AKO*^ eWAT, insulin resistance was observed at baseline, as shown by decreased pAKT signaling with preserved AKT expression (Fig. 4F, G). In *Csn8*-deficient sWAT, basal AKT expression was already reduced, and the p-AKT/AKT ratio was lower, pointing to insulin resistance (Fig. 4F, G). Overall, these findings suggest that deleting CSN8 in adipose tissue results in inflammation associated with insulin resistance.

**Fig. 4:**
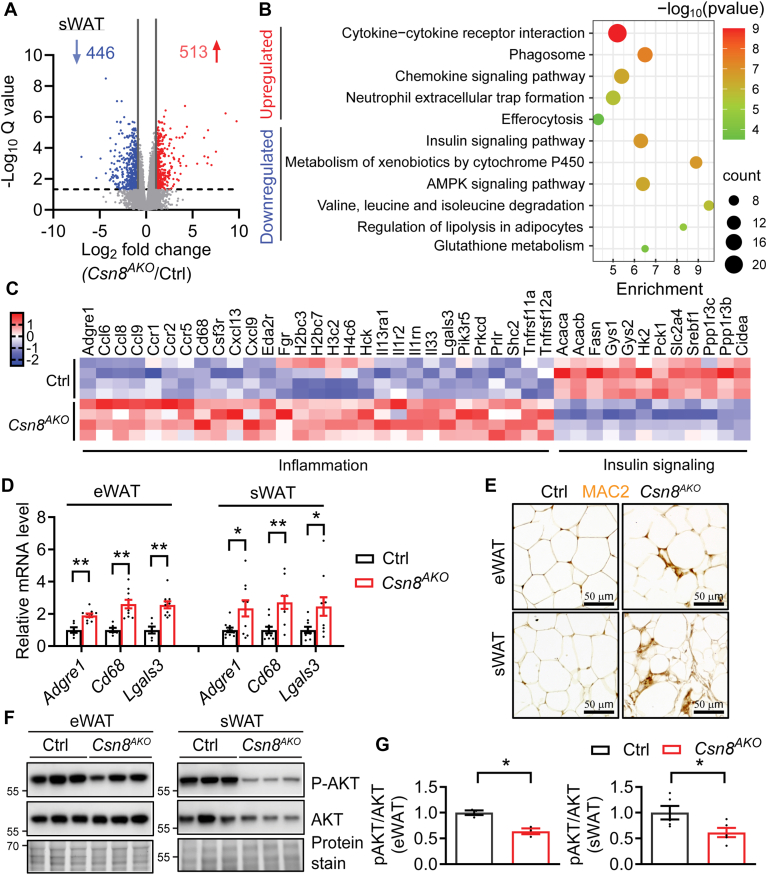
CSN8 deletion induces adipose tissue inflammation and insulin resistance. A: Volcano plot for differentially expressed genes (DEGs) in the sWAT of 12-week-old male Ctrl and *Csn8*^*AKO*^ mice (n = 4). The *y*-axis denotes −log_10_*P*_*adj*._ (Q) values, while the *x*-axis shows log_2_ fold change values. DEGs; 1≤Log_2_FC ≤ −1. *P*_*adj*._<0.05. B: Bubble graph illustrates the upregulated and downregulated KEGG pathways filtered by DEGs in *Csn8*^*AKO*^ sWAT. The *x*-axis represents enrichment, while the color of the circle corresponds to the -log_10_*P* value, as indicated by the color bar. The size of the bubble represents the number of genes enriched in each pathway. Selective pathways indicated. C: Heatmaps showing the differential expression of inflammatory genes involved in cytokine-cytokine receptor interactions, chemokine signaling pathway, neutrophil extracellular trap pathway, and insulin signaling genes. D: RT-PCR of selective inflammatory genes in eWAT and sWAT of 16-week-old Ctrl and *Csn8*^*AKO*^ male mice. n = 6–8/group. Multiple unpaired *t* test with the Holm–Sidak method. E: Representative images from immunohistochemistry of MAC2 (gene name *Lgals3*) in eWAT and sWAT of a total of three 16-week-old male Ctrl and *Csn8*^*AKO*^ male mice. F–G: Western blot and quantifications of basal insulin-mediated AKT phosphorylation in the eWAT and sWAT of 4 h fasted 16-week-old male Ctrl and *Csn8*^*AKO*^ male mice. n = 3–5/group. Unpaired *t* test. ∗*P* < 0.05; ∗∗*P* < 0.005. KEGG, Kyoto Encyclopedia of Genes and Genomes; eWAT, epididymal white adipose tissue; sWAT, subcutaneous WAT.

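Among genes with an average of at least 1 on the log2 CPM scale, *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) had the largest increase in *Csn8* AKO sWAT, from 0.848 ± 0.564 CPM (SD, n = 4) in Ctrl mice to 479 ± 204 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 9.10, standard error 0.55, adjusted p = 1.38e-04). *Mup15* (ENSMUSG00000096674, chromosome 4, 61435790 to 61439743) rose from 0.176 ± 0.212 to 17.6 ± 11.1 CPM (means ± SD, n = 4 mice per group, as for the genes below), with a log2 fold change of 6.65 (adjusted p = 0.00637). *Mup17* (ENSMUSG00000096688, chromosome 4, 61591929 to 61595871), a close paralog from the same cluster of major urinary protein genes, rose from 0.133 ± 0.267 to 6.86 ± 4.49 CPM (log2 fold change 5.76 (adjusted p = 0.0271)). In 4 of the 8 fits that each left out 1 library, its adjusted p passed 0.05, up to 0.0854 without Ctrl replicate 2. *Atp6v0d2* (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605) rose from 1.40 ± 0.433 to 24.1 ± 6.81 CPM (log2 fold change 4.10 (adjusted p = 2.03e-04)) and *Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) from 0.754 ± 0.385 to 13.7 ± 4.75 CPM (log2 fold change 4.19 (adjusted p = 9.76e-04)). The largest decrease was that of *Cidea* (ENSMUSG00000024526, chromosome 18, 67343604 to 67367785), from 42.7 ± 25.5 CPM (SD, n = 4) in Ctrl mice to 0.235 ± 0.0610 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change -7.52, standard error 0.51, adjusted p = 2.27e-04). *B430212C06Rik* overlaps it on the opposite strand, and the strand on which reads were counted is not stated. *Slc2a5* (ENSMUSG00000028976, chromosome 4, 150119283 to 150144169) fell from 8.91 ± 11.3 to 0.164 ± 0.177 CPM (log2 fold change -5.86 (adjusted p = 0.0322)), and its adjusted p passed 0.05 in 5 of the 8 fits that each left out 1 library, up to 0.0927 without *Csn8* AKO replicate 1. *Acsm3* (ENSMUSG00000030935, chromosome 7, 119760923 to 119787513), which *Eri2* overlaps on the opposite strand, fell from 17.5 ± 6.35 to 0.655 ± 0.122 CPM (log2 fold change -4.72 (adjusted p = 1.38e-04)). *Celsr2* (ENSMUSG00000068740, chromosome 3, 108390851 to 108415552) fell from 206 ± 40.7 to 10.4 ± 1.24 CPM, with the smallest adjusted p in this tissue (6.79e-06, log2 fold change -4.31). *Gys2* (ENSMUSG00000030244, chromosome 6, 142422613 to 142473109) fell from 78.0 ± 25.0 to 4.70 ± 2.01 CPM (log2 fold change -4.06 (adjusted p = 0.00196)). For each of these 10 genes, all 4 *Csn8* AKO libraries lay on one side of all 4 Ctrl libraries, which was a condition of their choice.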

### Upregulation of apoptosis and pyroptosis pathways in *Csn8*-deleted WATs

Since adipose inflammation is associated with adipocyte cell death, we next conducted detailed KEGG pathway analyses based on differentially expressed genes (0.75 ≤ Log2FC ≤ −0.75, *P*_adj_. < 0.05) identified from our bulk-RNA-Seq of sWAT. 

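At this lower cutoff, with an absolute log2 fold change of at least 0.75 and an adjusted p under 0.05, 483 genes were lower and 366 higher in *Csn8* AKO sWAT in the re-analysis. Under scaling by library size alone, the higher genes numbered 106. They numbered 644 with DESeq2, 662 with all 4 groups in one fit and 720 with limma voom. Without *Csn8* AKO replicate 3 there were 144 higher and 174 lower genes, without *Csn8* AKO replicate 2 there were 626 higher and 500 lower, and without *Csn8* AKO replicate 1 there were 200 higher and 248 lower. Without Ctrl replicates 2, 3 and 4 the higher genes numbered 174, 175 and 181 and the lower genes 222, 206 and 188.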

We found that pathways involved in apoptosis and cytosolic DNA sensing were upregulated in male *Csn8*^*AKO*^ sWAT (Fig. 5A). This is aligned with the increased expression of phagosome and efferocytosis pathway genes involved in the clearance of dying cells (Fig. 5A). 

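In the hand-written set for apoptosis, 71 of 96 genes were higher in *Csn8* AKO sWAT, with a median log2 fold change of 0.18 (camera, adjusted p = 0.00117). Past the 0.75 cutoff, 3 of them were higher and 0 lower. In the set for cytosolic DNA sensing and pyroptosis, 45 of 56 genes were higher (median 0.37, adjusted p = 2.80e-05), with 6 higher and 1 lower past this cutoff. The mean of each set was above the Ctrl mean in 4 of 4 *Csn8* AKO libraries, although the groups overlapped. Camera with an estimated correlation gave an adjusted p of 0.232 for both sets, against ranges over the alternatives of 2.09e-04 to 0.232 for apoptosis and 5.18e-06 to 0.232 for cytosolic DNA sensing. *Ctss*, the called apoptosis gene with the smallest adjusted p, had a log2 fold change of 1.61 (adjusted p = 0.00285). The called genes with the smallest adjusted p in the cytosolic DNA set were *Cxcl10*, which was lower (-1.58 (adjusted p = 0.00396)) and which *Art3* overlaps on the opposite strand, and *Gsdme*. *Gsdme* (ENSMUSG00000029821, chromosome 6, 50188888 to 50263862), which encodes a gasdermin and which *Mpp6* overlaps on the opposite strand, rose from 8.76 ± 1.35 CPM (SD, n = 4) in Ctrl mice to 18.8 ± 2.65 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 1.10, standard error 0.18, adjusted p = 0.00813). The other gasdermin gene of the heatmap, *Gsdmd*, had a log2 fold change of 0.65 (adjusted p = 0.046), and its adjusted p passed 0.05 in 6 of the 8 fits that each left out 1 library, up to 0.143 without Ctrl replicate 3. *Bax* (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898), which the predicted gene *Gm45808* overlaps on the same strand, rose from 8.84 ± 1.42 CPM (SD, n = 4) in Ctrl mice to 14.7 ± 1.11 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 0.73, standard error 0.17, adjusted p = 0.0347). Its adjusted p passed 0.05 in 6 of those 8 fits, up to 0.101 without Ctrl replicate 4. *Nlrp1a* rose from 0.782 ± 0.117 to 2.03 ± 0.520 CPM (SD, n = 4 per group; log2 fold change 1.37 (adjusted p = 0.0324)), with an adjusted p of up to 0.105, without Ctrl replicate 2, in 7 of 8 fits above 0.05. The changes of *Casp1* (0.62 (adjusted p = 0.204)) and *Gadd45a* (0.90 (adjusted p = 0.224)) were not past the threshold. For *Ctss*, *Gsdme*, *Gsdmd*, *Bax* and *Nlrp1a*, all 4 *Csn8* AKO libraries were above all 4 Ctrl libraries.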

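Of the 103 phagosome genes tested, 20 were higher and 0 lower past the 0.75 cutoff, and of the 87 efferocytosis genes, 13 were higher and 0 lower. *Atp6v0d2*, which encodes a subunit of the vacuolar proton pump, and *Ctss* had the smallest adjusted p among the called phagosome genes. For efferocytosis these were *Cd300a*, with a log2 fold change of 1.64 (adjusted p = 0.00294), and *Cd300lb*, with 1.55 (adjusted p = 0.00632). The predicted gene *Gm11699* overlaps *Cd300lb* on the opposite strand. *Lipa* (ENSMUSG00000024781, chromosome 19, 34492318 to 34527474) rose from 58.1 ± 1.80 CPM (SD, n = 4) in Ctrl mice to 136 ± 43.5 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 1.22, standard error 0.20, adjusted p = 0.00938). For each of these genes, all 4 *Csn8* AKO libraries were above all 4 Ctrl libraries.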

We then investigated whether the decreased adiposity in *Csn8*^*AKO*^ mice could be due to enhanced adipocyte death. Given that adipose tissue comprises various cell types, we fractionated eWAT into SVCs and adipocyte-enriched fractions to specifically assess changes in cell death pathways. The expression of adipocyte marker genes (such as *Pparγ* and *Plin1*) was highly enriched in the adipocyte fractions isolated from eWAT from both Ctrl and *Csn8*^*AKO*^ mice. We observed no differences in the mRNA expression of *Pparγ* but a slight reduction of *Plin1* in *Csn8*^*AKO*^ adipocytes compared with Ctrl adipocytes (Fig. 5B). Consistent with increased apoptosis, there was a significant rise in the mRNA levels of proapoptotic genes, including *Bax* (∼1.5-fold) and *Gadd45a* (∼1.4-fold), specifically in *Csn8*^*AKO*^ adipocytes compared to Ctrl adipocyte fractions (Fig. 5B). Cytosolic DNA sensing triggers a cascade of events, including inflammasome activation and GSDMD/GSDME-mediated pore formation, ultimately leading to pyroptosis and a robust inflammatory response (29). The mRNA expression of the pyroptotic gene *Gsdme* was increased in *Csn8*^*AKO*^ adipocytes. In contrast, the expression of *Nlrpl1a* was increased in both SVCs and adipocyte fractions of *Csn8*^*AKO*^ mice (Fig. 5B). Consequently, the expressions of the selective phagocytic gene *Atp6v0d2* and efferocytosis-related gene *Lipa* trended higher in *Csn8*^*AKO*^ SVCs and were significantly elevated in *Csn8*^*AKO*^ adipocytes (Fig. 5B).

**Fig. 5:**
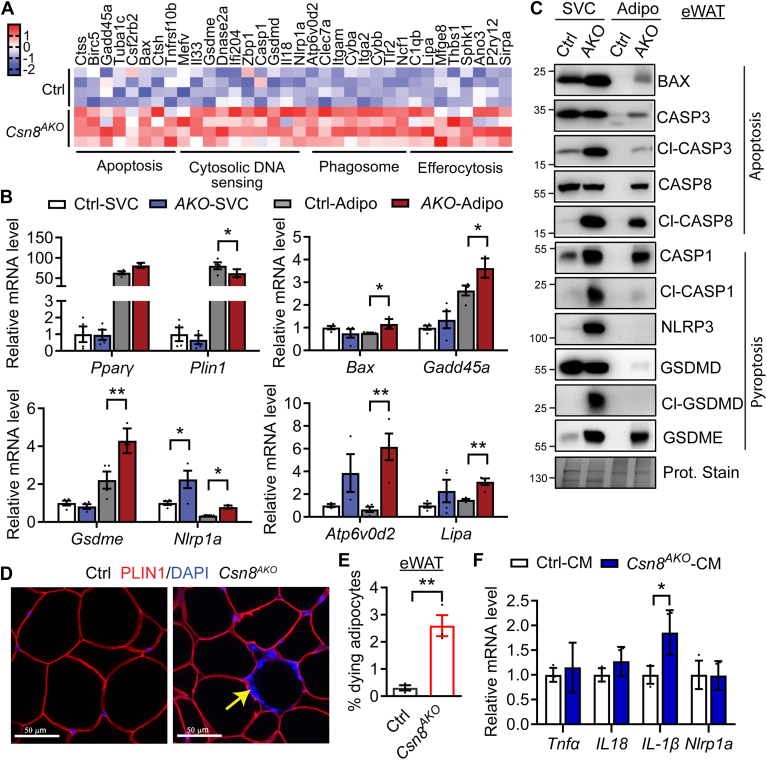
CSN8 deficiency causes adipose cell apoptosis and pyroptosis. A: Heatmap displaying the differential expression of genes involved in apoptosis, cytosolic DNA sensing, phagosome, and efferocytosis in the sWAT of 12-week-old Ctrl and *Csn8*^*AKO*^ male mice (n = 4) (DEGs cutoff: 0.75≤Log_2_FC ≤ −0.75, *P*_*adj*._<0.05). B: eWAT from 16-week-old control (Ctrl) and *Csn8*^*AKO*^ (AKO) male mice was fractionated into stromal vascular cells (SVCs) and adipocytes (Adipo) fractions. The expression of adipocyte marker genes (*Pparγ*, *Plin1*) and selective genes involved in apoptosis (*Bax*, *Gadd45a*), cytosolic DNA sensing (*Gsdme*, *Nlrp1a*), phagosome (*Atp6v0d2*), and efferocytosis (*Lipa*) was confirmed by RT-PCR. n = 4/group. Each group represents data combined from three mice. Gene expression in Ctrl-SVC was normalized to 1. Two-way ANOVA with Tukey’s multiple comparison test. C: Western blot in SVCs and Adipo fractionated from eWAT of 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. Each blot includes samples combined from three animals. Representatives of three independent experiments are shown. D: Representative images of immunofluorescent staining of PLIN1 counter-stained with DAPI in eWAT of 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. E: Quantitative analysis to determine the % of dead adipocytes calculated as (the number of PLIN1-negative adipocytes surrounded by DAPI-stained nuclei divided by the number of total adipocytes) x 100. Ten random images were quantified per animal and n = 3 per genotype. Unpaired *t* test. F: Inflammatory gene expression in RAW264.7 macrophages after 18 h treatment with conditioned media (CM) collected from cultured primary adipocytes isolated from eWAT of 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. n = 4 per genotype. Two independent experiments. Multiple unpaired *t* test with the Holm–Sidak method. ∗*P* < 0.05; ∗∗*P* < 0.005. eWAT, epididymal white adipose tissue; sWAT, subcutaneous WAT; DAPI, 4’,6-Diamidino-2-phenylindole.

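All genes labelled in the 4 panels of Fig. 5A were higher in *Csn8* AKO sWAT. In the apoptosis panel, 4 of 8 genes had an adjusted p under 0.05 and 3 were past the 0.75 cutoff as well, with a median log2 fold change of 0.87. The largest change was that of *Ctss* and the smallest that of *Tnfrsf10b* (0.68), and *Birc5*, *Gadd45a*, *Csf2rb2*, *Bax* and *Tnfrsf10b* were not past both cutoffs. In the cytosolic DNA sensing panel, 5 of 10 genes had an adjusted p under 0.05 and 4 were past both cutoffs (median 0.86). *Mefv* changed most (1.72) and *Il18* least (0.61), and *Mefv*, *Ifi204*, *Zbp1*, *Casp1*, *Gsdmd* and *Il18* were not past both. In the phagosome panel, 8 of 8 genes were past both cutoffs (median 1.08), with *Atp6v0d2* changing most and *Tlr2* least, at 1.03 (adjusted p = 0.0138). Without *Csn8* AKO replicate 3, *Tlr2* had an adjusted p of 0.0543, and it passed 0.05 in 3 of the 8 fits that each left out 1 library. In the efferocytosis panel, 4 of 8 genes were past both cutoffs (median 1.14). *Sphk1* changed most (2.42 (adjusted p = 0.0152), up to 0.0581 without Ctrl replicate 4) and *Mfge8* least (0.89), and *Mfge8*, *Thbs1*, *Ano3* and *P2ry12* were not past both.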

We further examined the presence of apoptosis and pyroptosis in the fractionated SVCs and adipocytes at the protein level. Notably, BAX levels were elevated in SVCs and adipocytes from eWAT of *Csn8*^*AKO*^ mice (Fig. 5C). Both CASP-3/8 and their cleaved/activated forms were significantly increased in the adipocyte-enriched fractions from *Csn8*^*AKO*^ eWAT (Fig. 5C), indicating adipocyte apoptosis in the absence of CSN8. Interestingly, the upregulation of cleaved CASP3 and cleaved CASP8 was more prominent in the SVCs from *Csn8*^*AKO*^ eWAT, suggesting their active roles in detecting and removing dead adipocytes (Fig. 5C). In addition to apoptosis, protein levels of CASP1, NLRP3, and GSDME were markedly higher in the SVCs from *Csn8*^*AKO*^ eWAT. Importantly, increased cleavage of CASP1 and cleaved-GSDMD—hallmarks of pyroptosis—were observed in *Csn8*^*AKO*^ SVCs, indicating inflammatory cell death (Fig. 5C). We also stained for the adipocyte-specific lipid droplet binding protein PLIN1 to detect PLIN1-negative dying adipocytes (30). Indeed, there was a significant increase in PLIN1-negative dead adipocytes in the eWAT of *Csn8*^*AKO*^ mice compared to Ctrl mice (Fig. 5D-E). Similarly, reduced *Plin1* expression along with increased expression of genes related to pyroptosis, phagocytosis, and efferocytosis (*Gsdme*, *Nlrp1a*, *Atp6v0d2*) were observed in adipocytes isolated from sWAT of *Csn8*^*AKO*^ mice (Supplemental Fig. S3A–B). In addition, levels of apoptotic and pyroptotic marker proteins were also elevated in the *Csn8*^*AKO*^ adipocytes from sWAT (Supplemental Fig. S3C). However, in vitro differentiated CSN8^KO1^ adipocytes did not undergo apoptosis or pyroptosis (Supplemental Fig. S4). Nevertheless, when macrophage cells were treated with conditioned media from isolated primary *Csn8*^*AKO*^ adipocytes, they showed increased interleukin 1β (IL1β) expression and a trend toward higher IL18 levels, indicating a possible role of *Csn8*^*AKO*^ adipocytes in promoting adipose inflammation thus inflammatory cell death in vivo (Fig. 5F). Collectively, our data suggest that CSN8 deletion in adipocytes induces adipocyte apoptosis and inflammatory pyroptosis associated with the activation of phagosome and efferocytosis to remove dead cells in both eWAT and sWAT.

### CSN8 deletion in adipocytes increases oxidative stress, disrupts protein homeostasis by perturbing protein ubiquitination and the activity of the proteasome

To further investigate the mechanisms behind CSN8 deletion-induced adipose tissue loss, we examined the expression of previously reported CSN targets. However, we found no significant changes in the expression of CHOP (14), p27 (31), or p21 (32) in the eWAT of 16-week-old Ctrl versus *Csn8*^*AKO*^ male mice (Supplemental Fig. 5A). Bulk RNA-Seq revealed reduced expression of oxidative stress-related glutathione metabolic genes (Fig. 6A). 

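Of the 56 glutathione metabolism genes tested, 38 were lower and 18 higher in *Csn8* AKO sWAT, with a median log2 fold change of -0.27 (camera, adjusted p = 0.00117), and the set mean was lower in all 4 *Csn8* AKO libraries than in every Ctrl library. Past both cutoffs, 6 were lower and 2 higher. The adjusted p of the set was 0.064 without *Csn8* AKO replicate 2, and under fry it was 0.124 (range over the alternatives 1.26e-04 to 0.407). The called genes with the smallest adjusted p were *Mgst2*, which was higher with a log2 fold change of 1.09 (adjusted p = 0.00534), and *Gstk1*, which was lower at -1.65 (adjusted p = 0.0082). The predicted gene *Gm37261* overlaps *Mgst2*. For both genes, all 4 *Csn8* AKO libraries lay on one side of all 4 Ctrl libraries.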

We also detected a 25% increase in the expression of antioxidant protein SOD2, but not catalase or glutathione peroxidase 4 (GPX4), in the eWAT of *Csn8*^*AKO*^ mice compared to Ctrl mice (Fig. 6B, E). These findings suggest that oxidative stress may be increased in adipose tissue of *CSN8*^*AKO*^ mice, as confirmed by increased protein carbonylation in eWAT (Fig. 6D, E). Destabilization of CSN causes excessive CUL neddylation, known to promote CRL-mediated ubiquitination (Fig. 2B). Surprisingly, the overall level of ubiquitination, as well as K48-linked polyubiquitination, the canonical signal for proteasomal degradation, decreased in the adipocytes isolated from *CSN8*^*AKO*^ eWAT (Fig. 6F, G). Such phenomena were recapitulated in the eWAT of Ctrl and *Csn8*^*AKO*^ mice (Supplemental Fig. S5B, C, respectively). Interestingly, the decreased ubiquitination signal was linked to increased proteasome activity, specifically trypsin-like activity in *Csn8*^*AKO*^ eWAT (Fig. 6H). These findings suggest that CSN8 deletion in WATs disrupts protein homeostasis by modulating protein ubiquitination and degradation.

**Fig. 6:**
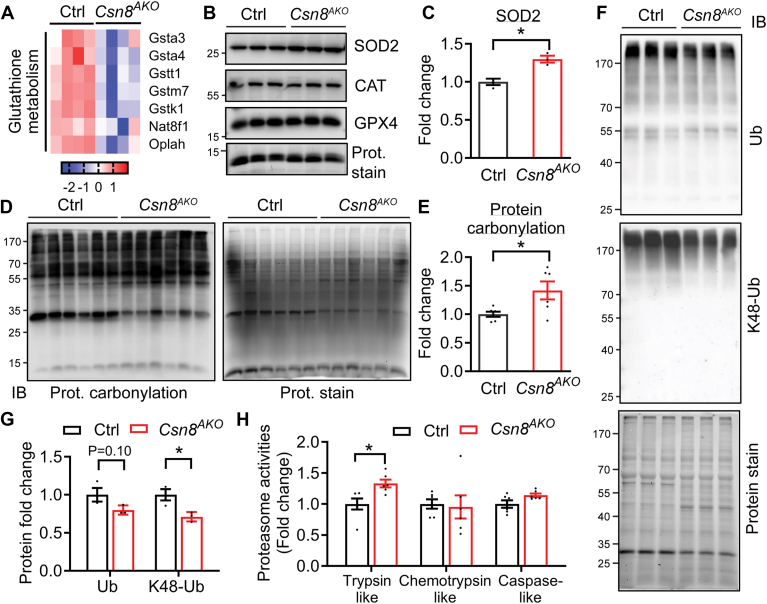
CSN8 deletion induces oxidative stress, reduces protein ubiquitination associated with increased proteasome function. A: Heatmap displaying the differential expression of genes involved in glutathione metabolism in the sWAT of 12-week-old Control (Ctrl) and *Csn8*^*AKO*^ male mice (n = 4) (DEGs cutoff: 1.0≤Log_2_FC ≤ −1.0, *P*_*adj*._<0.05). B-C: Western blot and quantitative analyses of antioxidant proteins (n = 3). Unpaired *t* test. D-E: Measurements of dinitrophenylhydrazine (DNP) derivatives indicate the overall carbonyl groups introduced into the protein side chains by oxidative modification in the eWAT of 16-week-old male Ctrl and *Csn8*^*AKO*^ mice. Data were quantified and normalized to the protein signals in the stain-free gel with Ctrl eWAT normalized to 1. n = 6/group. Unpaired *t* test. F–G: Western blot and quantitative analyses of ubiquitinated and K48-ubiquitinated proteins after normalization to the protein-stained signals in the isolated adipocytes from eWAT of 16-week-old male Ctrl and *Csn8*^*AKO*^ mice (n = 3). Unpaired *t* test. H: Proteasome activity assays in eWAT of 16-week-old male mice (n = 5). Multiple unpaired *t* test with the Holm–Sidak method. ∗*P* < 0.05; ∗∗*P* < 0.005. ; sWAT, subcutaneous WAT; eWAT, epididymal white adipose tissue; DEG, differentially expressed gene.

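The 7 genes of Fig. 6A were all lower in *Csn8* AKO sWAT, with a median log2 fold change of -1.20, and 5 were past both cutoffs. *Gstm7* (ENSMUSG00000004035, chromosome 3, 107926334 to 107931817) had the largest change, from 4.03 ± 0.767 CPM (SD, n = 4) in Ctrl mice to 1.25 ± 0.576 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change -1.70, standard error 0.40, adjusted p = 0.0368). Its adjusted p passed 0.05 in 6 of the 8 fits that each left out 1 library, up to 0.109 without Ctrl replicate 2. *Nat8f1* had the smallest change (-0.86), and *Gsta3* and *Nat8f1* were not past both cutoffs.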

### Mice with adipose-specific deletion of CSN8 exhibit brown fat atrophy and cold intolerance

We then examined whether deleting CSN8 also affects BAT mass and function. First, we confirmed the successful deletion of CSN8, which was accompanied by decreased CSN1 and increased neddylated CULs, such as CUL1 and CUL2, in *Csn8*^*AKO*^ BAT, suggesting disrupted CSN activity (Fig. 7A). Loss of BAT was more severe, with only 20% remaining in 4-week-old *Csn8*^*AKO*^ mice (Fig. 7B–C). By 12 weeks, BAT in *Csn8*^*AKO*^ mice failed to expand compared to control mice, indicating that loss of CSN8 causes BAT atrophy (Fig. 7B). The BAT of 4-week-old *Csn8*^*AKO*^ mice showed abnormal lipid accumulation and infiltration of inflammatory cells. The residual BAT of *Csn8*^*AKO*^ mice contained both small multilobular LDs and large unilocular LDs (Fig. 7C). Consistent with BAT atrophy and morphological abnormalities, *Csn8*^*AKO*^ mice were extremely cold-sensitive during acute cold exposure compared to controls (Fig. 7D). 

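BAT was taken for RNA sequencing from 5 Ctrl and 5 *Csn8* AKO mice at 4 weeks of age, and its libraries were made, counted and tested as for sWAT. The totals ran from 26658593 to 66719937 reads, with medians of 56377966 in Ctrl mice and 30099221 in *Csn8* AKO mice (two-sided exact permutation test, p = 0.103). The same ribosomal RNA gene held 0.711% to 8.06% of the reads in Ctrl and 0.872% to 12.4% in *Csn8* AKO libraries (same exact test, p = 0.603). *Xist*, chosen after its values were seen, reached 535 to 893 CPM in the 10 BAT libraries, against 0.0890 to 0.575 CPM in the 8 sWAT libraries. The Y-linked gene *Ddx3y* had no count in any BAT library and 43.3 to 104 CPM in sWAT. Of 22345 genes tested, 7121 had an adjusted p under 0.05, of which 3585 were higher and 3536 lower in *Csn8* AKO mice. Past a log2 fold change of 1 as well, 930 were lower and 1530 higher. The 5 *Csn8* AKO and 5 Ctrl libraries did not overlap for 1835 of these 2460 genes. Among all genes tested the share was 21.0%, against 0.794% by chance. The alternative that moved the split most was scaling by library size alone, with 667 lower and 1943 higher genes. It raised the share of higher genes among the calls from 62.2% to 74.4% and moved the median log2 fold change of all genes by 0.14. With 1 library left out in turn, the higher genes ran from 1305 to 1803 and the lower from 818 to 1082. *Cops8* fell from 39.5 ± 3.22 CPM (SD, n = 5) in Ctrl mice to 32.1 ± 3.56 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change -0.30, standard error 0.09, adjusted p = 0.0211), with overlapping groups. Its adjusted p passed 0.05 in 3 of the 10 fits that each left out 1 library, up to 0.0579 without *Csn8* AKO replicate 4. Of the other COP9 signalosome subunit genes, *Cops7a* was lower, with a log2 fold change of -0.37 (adjusted p = 7.48e-04), and *Gps1* higher, with 0.21 (adjusted p = 0.0321). The adjusted p of *Gps1* passed 0.05 in 5 of those 10 fits, up to 0.0939 without Ctrl replicate 2. For both genes all 5 *Csn8* AKO libraries lay on one side of all 5 Ctrl libraries.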

Bulk RNA-Seq of BAT identified 790 genes that were significantly downregulated and 1550 genes that were notably upregulated in *Csn8*^*AKO*^ BAT (Fig. 7E). KEGG analysis revealed similar enriched pathways as seen in the sWAT of *Csn8*^*AKO*^ mice, including cytokine-cytokine receptor interaction, chemokine signaling, neutrophil extracellular trap formation, as well as phagosome and efferocytosis pathways (Fig. 7F). Conversely, genes involved in the cytochrome P450 pathway, glycolysis/gluconeogenesis, peroxisomal functions, amino acid metabolism, and calcium signaling were significantly downregulated in BAT of *Csn8*^*AKO*^ mice (Fig. 7F). 

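In BAT, 80 of 101 phagosome genes were higher in *Csn8* AKO mice, with a median log2 fold change of 0.43 (camera, adjusted p = 7.41e-15). For efferocytosis, 68 of 87 genes were higher (median 0.51, adjusted p = 7.05e-14), and for neutrophil extracellular traps without histones, 53 of 69 (median 0.63, adjusted p = 1.40e-13). Cytokines and their receptors were higher in 96 of 124 cases (median 0.44, adjusted p = 8.95e-08) and chemokines and their receptors in 29 of 42 (median 0.67, adjusted p = 7.13e-04). Each of these 5 set means was higher in all 5 *Csn8* AKO libraries than in every Ctrl library. The core histone set had a median of 0.21 and an adjusted p of 0.597. All 12 of the 19 pathway sets that camera called in BAT, 7 higher and 5 lower, were also past the threshold under fry. Fry does not compare a set with other genes, so its calls do not repeat camera's test. With an estimated correlation, 3 remained, namely phagosome (0.0143), efferocytosis (0.0143) and neutrophil extracellular traps (0.025), against ranges of adjusted p over the alternatives of 7.93e-16 to 0.0143, 1.08e-14 to 0.0143 and 3.18e-14 to 0.025. The called genes with the smallest adjusted p were *Atp6v0d2* and *Ctss* for phagosome, *Abcg1* (1.67) and *Cd300a* (2.47) for efferocytosis, *Itgb2* (2.27) and *C5ar1* (1.62) for neutrophil extracellular traps, *Il7r* (2.46) and *Gdf10* (1.79) for cytokines, and *Ccl6* (2.42) and *Ccl9* (2.20) for chemokines, with log2 fold changes in parentheses. Predicted gene *Gm25447* overlaps *Abcg1*, and *E230016K23Rik* overlaps *Ccl6*. Among macrophage genes, *Adgre1* rose from 5.86 ± 1.35 CPM (SD, n = 5) in Ctrl mice to 18.1 ± 2.02 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change 1.63 (adjusted p = 6.29e-06)), *Cd68* from 5.99 ± 0.650 to 34.4 ± 4.79 CPM (log2 fold change 2.52 (adjusted p = 1.12e-08)) and *Lgals3* from 2.41 ± 0.585 to 51.6 ± 7.57 CPM (log2 fold change 4.43 (adjusted p = 6.90e-09)). The set of macrophage markers had a median log2 fold change of 1.62 (adjusted p = 3.21e-46 over 17 marker sets). All 5 *Csn8* AKO libraries were above all 5 Ctrl libraries for each of these genes and for the mean of the set. Of 18288 genes tested in both tissues, 166 were past both cutoffs and higher in both, where 17.2 are expected if the tissues were independent. Another 139 were lower in both, where 11.9 are expected. In opposite directions, 3 were higher in sWAT and lower in BAT, and 8 the reverse. Without sWAT *Csn8* AKO replicate 3, the number with the same direction in both tissues fell from 305 to 148. Across these genes, the log2 fold changes of the tissues had a Spearman rho of 0.520 and a Pearson r of 0.527, although genes are not independent replicates. With no filter on low counts, rho was 0.254.

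**Figure D1:**
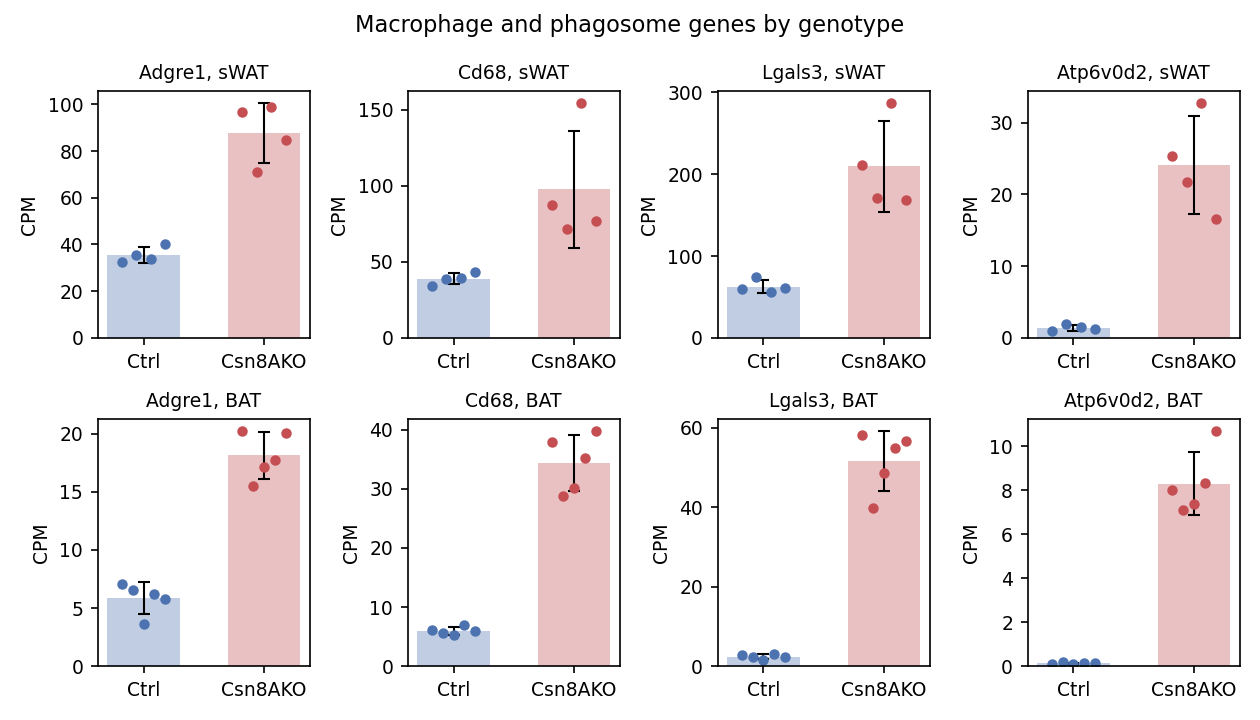
CPM after TMM normalization of *Adgre1*, *Cd68*, *Lgals3* and *Atp6v0d2* in Ctrl and *Csn8* AKO mice, in sWAT (n = 4 per group, 12 weeks) and BAT (n = 5 per group, 4 weeks), on linear axes that start at 0. Points are single mice, bars are group means and error bars are SDs. For each gene and tissue, every *Csn8* AKO mouse lies above every Ctrl mouse.

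**Figure D2:**
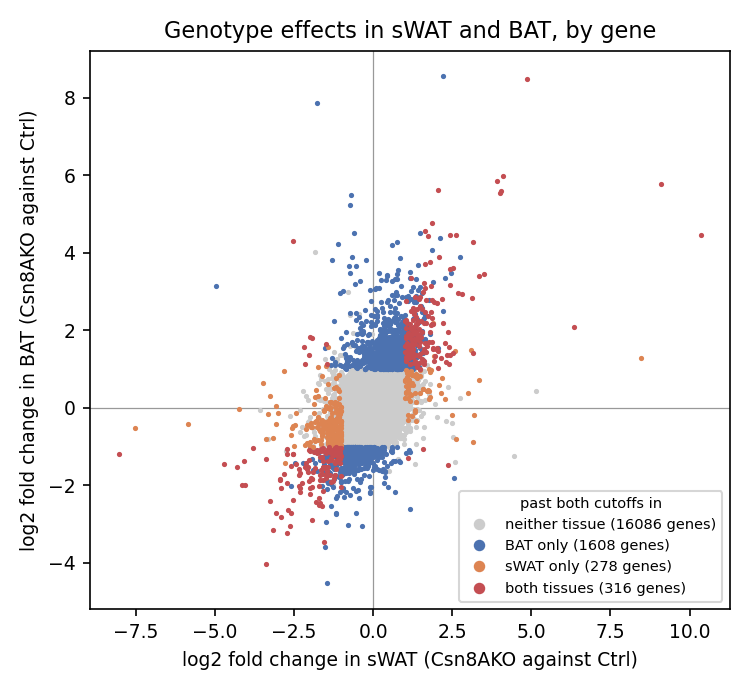
Log2 fold change between *Csn8* AKO and Ctrl mice in sWAT (x axis) and BAT (y axis) of each of the 18288 genes tested in both tissues. Colors mark the 316 genes past both cutoffs in both tissues, 278 in sWAT only, 1608 in BAT only and 16086 in neither.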

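Genes for the degradation of valine, leucine and isoleucine were lower in 38 of 45 cases in *Csn8* AKO BAT (median log2 fold change -0.45, camera, adjusted p = 2.60e-07). The peroxisome set had 54 of 74 genes lower (median -0.26, adjusted p = 7.13e-04). Both set means were below the Ctrl mean in 4 of 5 *Csn8* AKO libraries. The glycolysis and gluconeogenesis set had 35 of 50 genes lower (median -0.25, adjusted p = 0.00667), with the set mean below the Ctrl mean in 5 of 5. The cytochrome P450 set had 34 of 59 genes lower (median -0.12, adjusted p = 0.0234, below the Ctrl mean in 4 of 5). Without *Csn8* AKO replicate 3 its adjusted p was 0.0847 (range over the alternatives 0.00523 to 0.471). The calcium signaling set went the other way, with 92 of 149 genes higher and a median of 0.10, and camera gave an adjusted p of 0.219, with the set mean above the Ctrl mean in 4 of 5 *Csn8* AKO libraries. Under fry the calcium set was called higher at an adjusted p of 0.0313 (range 0.0313 to 0.485). Camera and fry ask about a shift of the whole set, unlike the paper's enrichment among differentially expressed genes. Past both cutoffs, 21 calcium signaling genes were higher and 10 lower. *Itpka* (log2 fold change -1.86, standard error 0.15, adjusted p = 1.66e-06) and *Plcb2* (log2 fold change 2.91, standard error 0.24, adjusted p = 2.36e-06) had the smallest adjusted p among them. In the other sets, the called genes with the smallest adjusted p were *Acaa2* (-1.05 (adjusted p = 1.49e-04)) and *Aox1* (-1.43 (adjusted p = 2.08e-04)) for amino acids, *Gstk1* (-1.13 (adjusted p = 4.96e-06)) and *Abcd2*, which was higher (1.91 (adjusted p = 5.14e-06)), for peroxisome, *Fbp2* (-2.86 (adjusted p = 3.85e-06)) and *Hk1*, which was higher (1.57 (adjusted p = 5.29e-06)), for glycolysis, and *Gstm7* (-2.32 (adjusted p = 3.01e-07)) and *Gstm4* (-1.66 (adjusted p = 2.96e-06)) for cytochrome P450. *Hk1os* overlaps *Hk1* on the opposite strand. All 5 *Csn8* AKO libraries lay on one side of all 5 Ctrl libraries for each of these genes.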

RT-PCR confirmed increased expression of inflammatory markers such as *Adgre1*, *Cd68*, and *Lgals3* in BAT of *Csn8*^*AKO*^ mice (Fig. 7G). Heatmaps further showed significant upregulation of genes related to apoptosis, cytosolic DNA signaling, phagosome, and efferocytosis, indicating the presence of apoptosis and pyroptosis in CSN8-deficient BAT (Supplemental Fig. S6). 

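The apoptosis set had 59 of 96 genes higher in *Csn8* AKO BAT (median log2 fold change 0.18, camera, adjusted p = 0.00115), and 13 were higher and 1 lower past both cutoffs. The set for cytosolic DNA sensing and pyroptosis had 41 of 55 genes higher (median 0.24, adjusted p = 0.00218), with 11 higher and 1 lower. Both set means were higher in all 5 *Csn8* AKO libraries than in every Ctrl library. With an estimated correlation, the adjusted p was 0.209 for apoptosis (range over the alternatives 1.12e-04 to 0.209) and 0.341 for cytosolic DNA sensing (range 7.29e-04 to 0.341). *Ctss* (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403), which the pseudogene *Hmgb1-ps5* overlaps, rose from 4.96 ± 0.689 CPM (SD, n = 5) in Ctrl mice to 45.8 ± 8.03 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change 3.21, standard error 0.14, adjusted p = 6.90e-09). The other called apoptosis gene of smallest adjusted p was *Actg1*, with a log2 fold change of 1.74 (adjusted p = 3.21e-06), and those of the cytosolic DNA set were *Naip2* (1.33 (adjusted p = 1.66e-05)) and *Naip5* (1.49 (adjusted p = 7.61e-05)), which are paralogs. *Bax* rose from 8.15 ± 0.684 CPM (SD, n = 5) in Ctrl mice to 16.4 ± 1.74 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change 1.01, standard error 0.11, adjusted p = 1.01e-05). *Casp1* rose from 0.477 ± 0.137 to 1.51 ± 0.465 CPM (means ± SD, n = 5 per group; log2 fold change 1.66, standard error 0.27, adjusted p = 3.26e-04). *Nlrp1a* rose from 0.137 ± 0.0531 to 0.524 ± 0.140 CPM (log2 fold change 1.92, standard error 0.35, adjusted p = 8.41e-04), *Gadd45a* from 1.55 ± 0.472 to 3.45 ± 0.831 CPM (log2 fold change 1.17, standard error 0.22, adjusted p = 0.00127) and *Gsdme* from 3.26 ± 0.287 to 4.58 ± 0.631 CPM (log2 fold change 0.49, standard error 0.14, adjusted p = 0.0159). *Lipa* was not past the threshold (log2 fold change -0.20 (adjusted p = 0.519)). For each gene named here other than *Lipa*, all 5 *Csn8* AKO libraries were above all 5 Ctrl libraries. From the upregulation of these groups of genes, and also from RT-PCR and western blots, the paper concludes that apoptosis and pyroptosis are present in CSN8-deficient BAT.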

The upregulation of selected apoptotic and pyroptotic genes was further confirmed by RT-PCR (Fig. 7G) and western blot (Fig. 7H–I), clearly demonstrating that CSN8-deficient BAT exhibits apoptosis and pyroptosis. Overall, these findings underscore the crucial role of the CSN8-mediated COP9 complex in maintaining BAT mass and thermogenesis.

**Fig. 7:**
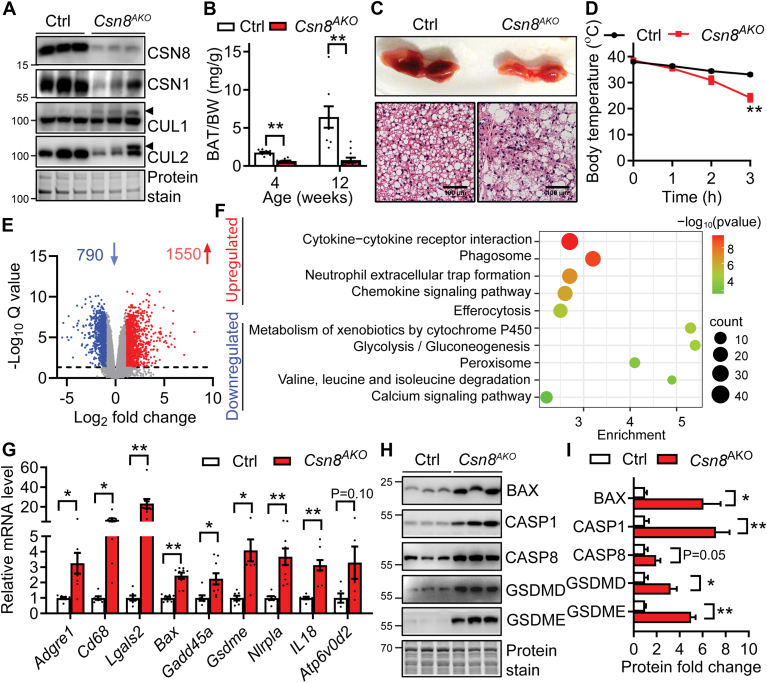
Adipose-specific deletion of CSN8 causes brown fat atrophy and cold intolerance by inducing apoptosis, pyroptosis, and inflammation. A: Western blot confirming the deletion of CSN8, the expression of CSN1, and neddylation of CULs in BAT. Arrowhead indicates neddylated CULs. B: BAT mass normalized to body weights (BW) in 4 and 12-week-old male Ctrl and *Csn8*^*AKO*^ mice. n = 8–11/group. Multiple unpaired *t* test with the Holm–Sidak method. C: Representative BAT morphology and histology. Scale bar = 50 μm. D: Body temperature in 12-week-old male Ctrl and *Csn8*^*AKO*^ mice after they were individually exposed to 4 °C for up to 3 h in the absence of food. n = 4–5/group. Multiple unpaired *t* test with the Holm–Sidak method. E: Volcano plot for differentially expressed genes (DEGs) in the BAT (n = 5). The *y*-axis denotes −log_10_*P*_*adj*._ (Q) values, while the *x*-axis shows log_2_ fold change (FC) values. DEGs; 1≤Log_2_FC ≤ −1. *P*_*adj*._<0.05. F: Bubble graph illustrates the upregulated and downregulated KEGG pathways filtered by DEGs in the BAT. The *x*-axis represents enrichment, while the color of the circle corresponds to the -log_10_*P* value, as indicated by the color bar. The size of the bubble represents the number of genes enriched in each pathway. Selective pathways indicated. G: RT-PCR of selective inflammatory, apoptotic and pyroptotic genes in BAT. n = 7–9/group. Multiple unpaired *t* test with the Holm-Sidak method. H–I: Western blot and quantification in BAT of Ctrl and *Csn8*^*AKO*^ mice. n = 5/group. Multiple unpaired *t* test with the Holm–Sidak method. All experiments were performed in the BAT of male 4-week-old Ctrl and *Csn8*^*AKO*^ mice if not specified. ∗*P* < 0.05; ∗∗*P* < 0.005. BAT, brown adipose tissue; KEGG, Kyoto Encyclopedia of Genes and Genomes.

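In BAT, *Atp6v0d2* had the largest increase in *Csn8* AKO mice among genes with an average of at least 1 on the log2 CPM scale, from 0.129 ± 0.0298 CPM (SD, n = 5) in Ctrl mice to 8.30 ± 1.43 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change 5.97, standard error 0.21, adjusted p = 1.41e-09). *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), which *Mmp1b* overlaps on the opposite strand, rose from 0.161 ± 0.0715 to 9.42 ± 2.38 CPM (means ± SD, n = 5 mice per group, as for the genes below), with a log2 fold change of 5.86 (adjusted p = 1.54e-08). *Lcn2* rose from 0.458 ± 0.0749 to 25.1 ± 11.5 CPM (log2 fold change 5.78 (adjusted p = 2.81e-06)), *Gdf15* (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) from 0.196 ± 0.0985 to 9.95 ± 7.92 CPM (log2 fold change 5.67 (adjusted p = 2.75e-04)), and *Kif1a* (ENSMUSG00000014602, chromosome 1, 93015464 to 93101951) from 0.492 ± 0.261 to 23.8 ± 18.0 CPM (log2 fold change 5.63 (adjusted p = 2.30e-04)). The largest decrease was that of *Btc* (ENSMUSG00000082361, chromosome 5, 91357261 to 91402994), from 6.63 ± 1.56 CPM (SD, n = 5) in Ctrl mice to 0.287 ± 0.139 CPM (SD, n = 5) in *Csn8* AKO mice (log2 fold change -4.53, standard error 0.28, adjusted p = 1.24e-07). *Erbb4* (ENSMUSG00000062209, chromosome 1, 68032186 to 69108059), which 8 predicted genes overlap, fell from 16.2 ± 5.48 to 0.711 ± 0.447 CPM (log2 fold change -4.43 (adjusted p = 7.61e-05)). *Vat1l* (ENSMUSG00000046844, chromosome 8, 114205612 to 114374071) fell from 22.9 ± 6.43 to 1.41 ± 0.649 CPM (log2 fold change -4.04 (adjusted p = 3.32e-06)), and *4933408N05Rik* overlaps it on the opposite strand. *Olig1* (ENSMUSG00000046160, chromosome 16, 91269772 to 91271933) fell from 7.33 ± 4.04 to 0.569 ± 0.684 CPM (log2 fold change -3.87 (adjusted p = 0.00838)) and *Gldn* (ENSMUSG00000046167, chromosome 9, 54286486 to 54341786) from 6.12 ± 2.50 to 0.482 ± 0.237 CPM (log2 fold change -3.55 (adjusted p = 3.04e-05)). *Gm15966* and *Gldnos* overlap *Olig1* and *Gldn* on the opposite strand. For each of these 10 genes, all 5 *Csn8* AKO libraries lay on one side of all 5 Ctrl libraries, which was a condition of their choice.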

### *Csn8*^*AKO*^ mice are protected from HFD-induced adipose mass gain but are more susceptible to hepatic steatosis and insulin resistance

To investigate the role of adipocyte CSN8 in overnutrition, *Csn8*^*AKO*^ mice were fed an HFD for 10 weeks. We found that *Csn8*^*AKO*^ and Ctrl mice had similar BWs (Fig. 8A). However, body composition analysis showed a 43% decrease in total body fat mass (Fig. 8B), with eWAT, sWAT, and BAT decreased by 63%, 60% and 46%, respectively, in *Csn8*^*AKO*^ mice (Fig. 8C). In contrast, HFD-fed *Csn8*^*AKO*^ mice showed a 23% increase in lean mass (Fig. 8B) and a 1.8-fold increase in liver weight (Fig. 8C). There were no significant differences in fasting blood glucose, TGs, cholesterol, or NEFA levels between groups, although fasting glycerol levels were again lower in HFD-fed *Csn8*^*AKO*^ mice (Table 1). Histological analysis showed that HFD increased the number of infiltrating cells in eWAT and, more notably, in sWAT of *Csn8*^*AKO*^ mice. BAT of *Csn8*^*AKO*^ mice showed whitening phenotype as compared to Ctrl mice under HFD (Fig. 8D). Furthermore, more LDs were observed in the livers of HFD-fed *Csn8*^*AKO*^ mice (Fig. 8D), which was confirmed by exacerbated TG deposition, indicating worsened hepatic steatosis caused by HFD (Fig. 8E). Unsurprisingly, HFD-fed *Csn8*^*AKO*^ mice were not protected from metabolic disorders, displaying worsened insulin resistance and a trend toward glucose intolerance compared to HFD-fed Ctrl mice (Fig. 8F, G). RT-PCR showed a more pronounced increase in the expression of inflammatory marker genes in sWAT, but not eWAT, of HFD-fed *Csn8*^*AKO*^ mice. Overall, these findings suggest that CSN8 deletion decreases adipose tissue accumulation but promotes hepatic steatosis and insulin resistance during diet-induced obesity.

**Fig. 8:**
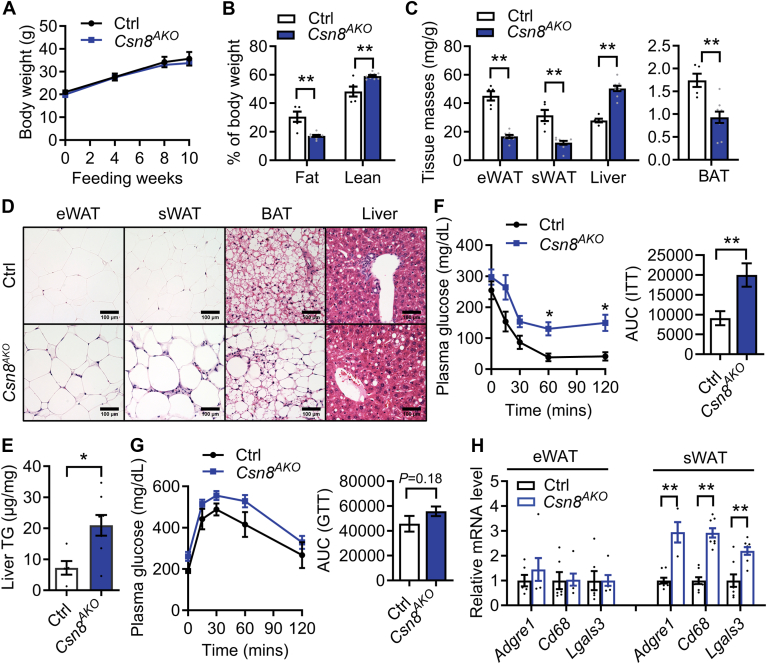
*Csn8*^*AKO*^ mice are protected from high-fat diet-induced obesity but are susceptible to adipose inflammation, hepatic steatosis, and insulin resistance. 6-week-old male Ctrl and *Csn8*^*AKO*^ mice were fed with a 60% high-fat diet (HFD) for up to 10 weeks (A) growth curve; (B) % of fat and lean masses; (C) eWAT, sWAT, and liver weights as normalized to body weights. Multiple unpaired *t* test with the Holm–Sidak method. D: Representative hematoxylin & eosin staining of eWAT, sWAT, and liver. Scale bar = 50 μm. E: Liver triglyceride contents normalized to tissue mass. Unpaired *t* test. F: Insulin tolerance tests and area under the curve (AUC). G: Glucose tolerance tests and AUC. H: RT-PCR of selective inflammatory genes in eWAT and sWAT of 16-week-old Ctrl and *Csn8*^*AKO*^ male mice fed with HFD. n = 6–9/group. Multiple unpaired *t* test with the Holm–Sidak method. ∗*P* < 0.05; ∗∗*P* < 0.005. ; sWAT, subcutaneous WAT; eWAT, epididymal white adipose tissue.

## Discussion

In this study, we demonstrate that CSN8 and the CSN complex are essential for maintaining adipose tissue mass and overall metabolic health. Loss of CSN8 disrupted the CSN complex formation and abrogated the deneddylation of CULs. However, it did not perturb white adipogenesis in vitro. Instead, deletion of CSN8 in mature adipocytes causes significant loss of both white and brown adipose tissues in mice, leading to adipose inflammation, insulin resistance, and altered energy consumption and expenditure. Furthermore, adipocyte death is increased in conjunction with COP9 signalosome deficiency, in association with altered protein homeostasis. These findings collectively support the essential functional role of CSN8/CSN in maintaining adipose homeostasis in vivo.

CSN and its variants CSN^CSN7A^ and CSN^CSN7B^ have been shown to influence adipogenesis (11, 12). During adipocyte differentiation, CSN subunits show different regulation patterns, with CSN6/8 levels decreasing and CSN7 levels increasing in mature adipocytes compared to preadipocytes (13). Knocking down CSN1 or CSN7A was reported to impair adipogenesis (12, 14, 15); conversely, overexpressing CSN7A promoted adipogenesis (16). In contrast, our study found no significant change in CSN8 expression between mouse and human adipose progenitors and mature adipocytes. Moreover, even with an 80%–90% knockdown of CSN8, adipogenesis was unaffected. These discrepancies may stem from differences in cell types or the use of different knockdown techniques. Further research, including in vivo experiments with CSN8 deletion in adipose progenitors and in vitro experiments using different cell types, is necessary to clarify the role of CSN8/CSN in adipogenesis and the regulation of fat mass.

By conditionally deleting the *Csn8* gene in mouse adipocytes, we demonstrate for the first time that CSN is essential for maintaining both white and brown adipocyte survival and adipose tissue mass. These physiological functions are consistent across sexes, as both male and female *Csn8*^*AKO*^ mice experienced similar fat loss and metabolic dysfunction. The increased lean mass in *Csn8*^*AKO*^ mice could be attributed to hormonal and metabolic adaptations, such as leptin-induced hyperphagia and insulin resistance, which drive nutrient allocation to organ growth, as reported in lipodystrophy mice (25). Notably, sWAT and BAT declined more rapidly and to a greater extent than eWAT in chow-fed *Csn8*^*AKO*^ mice. Under a HFD, *Csn8*^*AKO*^ mice exhibited a similar loss of eWAT, sWAT, and BAT, with more pronounced inflammation observed in sWAT. The reasons for depot- and diet-specific effects of CSN8 deletion are unclear but may involve crosstalk between WAT and BAT, as well as distinct CSN-regulated pathways essential for maintaining eWAT, sWAT, and BAT. Interestingly, in the presence of BAT atrophy, the overall energy expenditure in *Csn8*^*AKO*^ mice tends to be higher. We deduce that such changes may be due to leptin deficiency, which causes hyperphagia, a condition known to trigger diet-induced thermogenesis (33). Interestingly, despite insulin resistance, *Csn8*^*AKO*^ mice failed to develop overt glucose intolerance, even when challenged with a HFD. Such phenomena could be attributed to compensatory mechanisms, such as beta-cell hyperplasia and hyperinsulinemia, which warrant further investigation in our *Csn8*^*AKO*^ mice. Meanwhile, the mechanisms underlying a whitening phenotype in BAT of HFD-fed *Csn8*^*AKO*^ mice are interesting. It remains to be investigated whether the effects are due to lipid shunting from limited storage in the WAT of *Csn8*^*AKO*^ mice or an inherent brown adipocyte-specific loss of CSN8. Future studies should examine how diet interacts with CSN8 deficiency to influence the BAT phenotype and energy expenditure in these mice. Overall, our findings highlight the crucial role of CSN8/CSN in supporting adipose tissue mass under both normal conditions and in diet-induced obesity.

Our data demonstrates, for the first time, the essential role of the CSN8/CSN complex in regulating adipose tissue apoptosis and pyroptosis. In *Saccharomyces cerevisiae*, defects in CSN assembly or activity cause disrupted lipid homeostasis and endoplasmic reticulum (ER) stress (34). However, CSN-deficient adipose tissue does not demonstrate ER stress, suggesting that ER stress is not the mechanism that causes adipocyte death. In obese mouse models, pyroptosis-related proteins, such as NLRP3, CASP1, and IL-1 cytokines, are elevated in both adipocytes and macrophages (35). In *Csn8*^*AKO*^ mice, the increase in pyroptosis markers is primarily observed in nonadipocyte stromal vascular fractions of CSN8-deleted eWAT but not sWAT. 

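Whether the effect of the deletion differed between BAT and sWAT was tested with edgeR by the interaction of genotype and tissue over 22509 genes, with positive log2 values where the change was higher in BAT. The tissues also differed in age, 4 weeks in BAT and 12 weeks in sWAT, and in their sex-linked transcripts. Of the genes tested, 532 had an adjusted p under 0.05, of which 362 were positive and 170 negative. DESeq2 moved that number most, to 1103. Among genes of apoptosis and pyroptosis, the interaction was 0.27 (standard error 0.18, adjusted p = 0.499) for *Bax*, 0.25 (standard error 0.45, adjusted p = 0.859) for *Gadd45a*, 1.03 (standard error 0.37, adjusted p = 0.173) for *Casp1* and 0.51 (standard error 0.42, adjusted p = 0.62) for *Nlrp1a*. For the gasdermin genes it was -0.63 (standard error 0.22, adjusted p = 0.15) for *Gsdme* and -0.09 (standard error 0.19, adjusted p = 0.881) for *Gsdmd*, and for *Il18* 1.32 (standard error 0.43, adjusted p = 0.121). None of these 7 genes had an adjusted p under 0.05, whereas *Ctss* did, with 1.58 (standard error 0.23, adjusted p = 7.03e-04), and so did *Actg1* of the apoptosis set, with 1.54 (standard error 0.27, adjusted p = 0.00419). Over whole sets, the median interaction was -0.02 for apoptosis (camera, adjusted p = 0.735) and -0.07 for cytosolic DNA sensing and pyroptosis (adjusted p = 0.591). This set test was added after the data were seen.

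**Figure D3:**
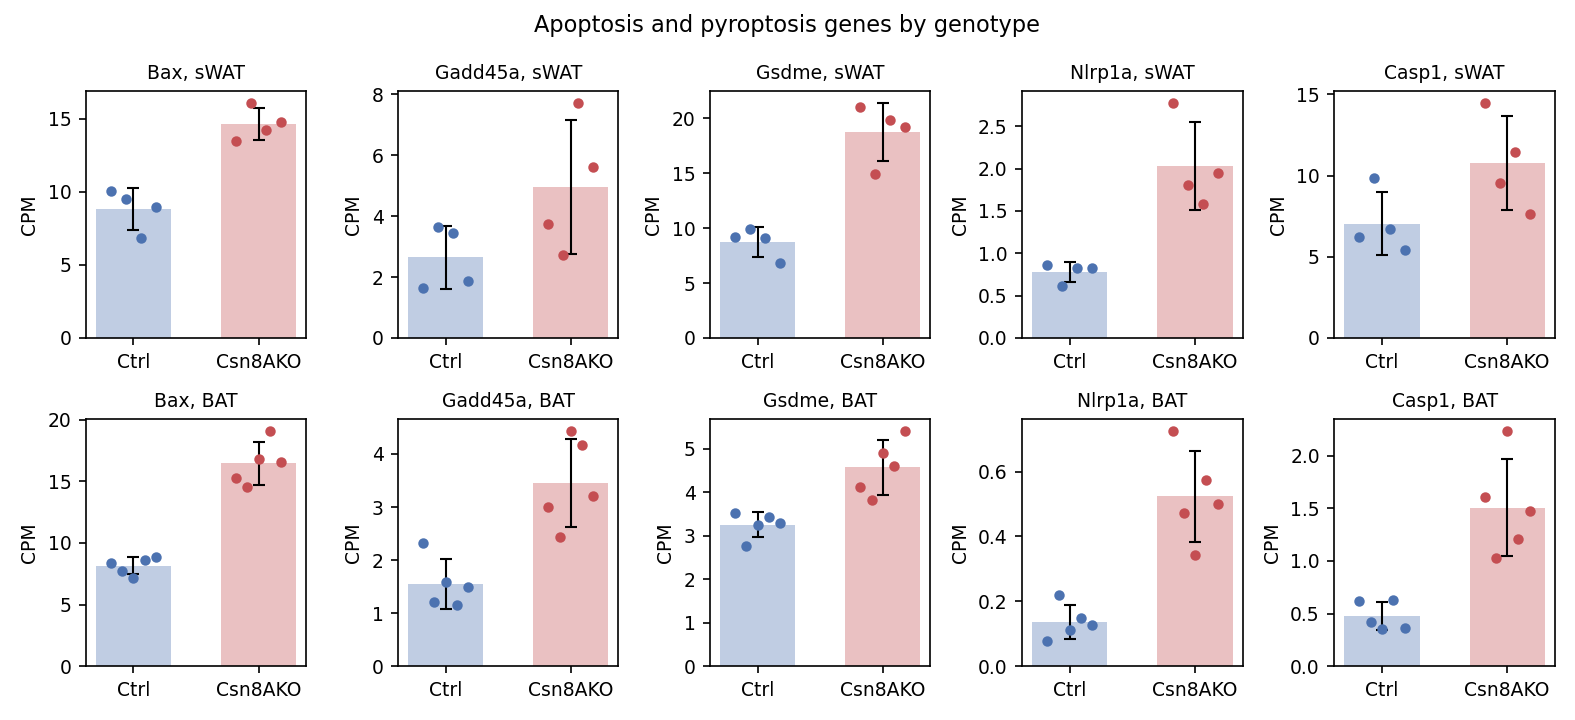
CPM after TMM normalization of *Bax*, *Gadd45a*, *Gsdme*, *Nlrp1a* and *Casp1* in Ctrl and *Csn8* AKO mice, in sWAT (n = 4 per group) and BAT (n = 5 per group), on linear axes that start at 0. Points are single mice, bars are group means and error bars are SDs. In BAT, the mean of *Bax* is 8.15 CPM in Ctrl and 16.4 CPM in *Csn8* AKO mice.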

Notably, it was challenging to detect the cleaved isoforms of apoptosis and pyroptosis marker proteins in *Csn8*^*AKO*^ BAT, despite an even more overt upregulation of apoptotic and pyroptotic gene expressions. In addition, even though the hallmark inflammasome marker genes were upregulated, there were no consistent increases in IL-18 or IL-1β in CSN8-deleted white and brown adipocytes. These discrepancies may reflect depot-specific differences in cell death. The presence of distinct forms of cell death in specific cell types in CSN8-deleted adipose tissue calls for further elucidation using fluorescence-activated cell sorting and/or electron microscopy. Notably, adipocytes differentiated in vitro without CSN8 did not undergo apoptosis or pyroptosis. It remains unclear whether compensatory mechanisms are activated during early differentiation when CSN8 is absent. However, our findings indicate that *Csn8*^*AKO*^ adipocytes may create a damaging inflammatory environment that leads to the death of adipocytes and SVCs in vivo. Dying cells then further release damage-associated molecular patterns, which can activate phagocyte microbicidal oxidase systems, leading to the production of reactive oxygen species and exacerbating inflammation and cell death (36). In addition, we observed increased efferocytosis and phagosome activity associated with oxidative stress and inflammation in CSN8-deleted fat tissue. These observations underscore the essential role of CSN8/CSN in maintaining adipocyte survival and facilitating adipose tissue remodeling.

Notably, deletion of CSN8/CSN causes end-stage heart failure and is associated with impaired proteasome activities (18, 37). However, in our study, when examining the eWAT of *Csn8*^*AKO*^ mice at the early stage of fat loss, the total ubiquitination and K48-linked ubiquitination in CSN8-deleted adipocytes and tissues were not increased; rather, they were decreased. This is inconsistent with the canonical role of CSN8/CSN in regulating CRL activities and protein ubiquitination. Interestingly, such changes are associated with increased proteasome activity in CSN8-deleted adipose tissues. Since K48-linked ubiquitination typically targets proteins for proteasomal degradation, we speculate that increased proteasome activity may contribute to reduced ubiquitination. However, the exact molecular mechanisms linking decreased ubiquitination signals to the elevated trypsin-like proteasome activity in this context require further research. Taken together, the discrepancies observed in how CSN deletion impacts UPS may be organ-specific or influenced by disease progression.

Our animal model of adipocyte-specific deletion of CSN8 enhances understanding of the pathophysiological significance of adipose UPS disruption in the development of adipose impairment and insulin resistance. Proteasome activity is decreased in adipose tissue under insulin-resistant conditions (38), and increased proteasome activities mediated by NRF1 are essential in adaptive thermogenesis (39). It remains unknown whether the heightened proteasome activities in the insulin-resistant CSN8-deleted WATs are a direct or indirect consequence of CSN8 deletion, since CSN is functionally related to the ubiquitin (Ub)/26S proteasome system based on its structural similarity to, and copurification with, the 26S proteasome lid (40). Bulk RNA-sequencing identified no differences in the mRNA expression of proteasome subunits (data not shown). 

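Of the proteasome subunit genes, 41 were tested in each tissue. In sWAT, 0 had an adjusted p under 0.05 and 1 an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. The log2 fold changes ran from -0.43 for *Psmb9* (adjusted p = 0.352) to 0.24 for *Psmd13* (adjusted p = 0.468), with a median absolute value of 0.13. In BAT, 10 had an adjusted p under 0.05 and 1 when adjusted over the list alone. Higher in *Csn8* AKO mice were *Psmb6*, *Psmd13*, *Psme3* and *Psmd6*, and lower were *Psmd5*, *Psma7*, *Psma4*, *Psma6*, *Psmc1* and *Psme1*. The log2 fold changes ran from -0.41 for *Psmd5* (adjusted p = 0.00556) to 0.31 for *Psmb5* (adjusted p = 0.0679), with a median absolute value of 0.15, so that 0 of the 41 were past a log2 fold change of 1. The number called in BAT was 2 with all 4 groups in one fit, the alternative that moved it most. It was 3 without *Csn8* AKO replicates 3 or 4 or without Ctrl replicate 2, 4 without *Csn8* AKO replicate 5 or Ctrl replicate 1, 5 without Ctrl replicate 4, and 15 without *Csn8* AKO replicate 2. As a set the proteasome genes had an adjusted p of 0.314 in sWAT (camera, median log2 fold change -0.06, set mean below the Ctrl mean in 3 of 4 *Csn8* AKO libraries) and 0.395 in BAT (median -0.07, below in 4 of 5). Without *Csn8* AKO replicate 1, the sWAT set was called lower at an adjusted p of 0.0363.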

Because CSN8/CSN influences protein expression via posttranslational mechanisms, RNA-Seq alone cannot directly pinpoint CSN8/CSN targets. Future studies should use quantitative proteomics to identify potential targets and precisely elucidate the underlying mechanisms.

In summary, our study shows, for the first time, that CSN8/CSN is essential for the survival of mature adipocytes and for the remodeling of fat tissue. The absence of CSN8/CSN leads to adipocyte apoptosis and pyroptosis via perturbing protein homeostasis, inducing oxidative stress, inflammation, and insulin resistance, ultimately disrupting metabolic homeostasis.

## Data availability

All RNA-Seq data are submitted to the GEO database (GSE314831). All other data will be made available upon request to the corresponding author.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: COP9 signalosome is required for adipose tissue maintenance and metabolic health
**Source:** J Lipid Res. 2026 Jan 8;67(2):100977. doi: 10.1016/j.jlr.2026.100977
**Supplement:** Supplementary Material

**Supplemental Data**

**COP9 signalosome is Required for Adipose Tissue Maintenance and Metabolic Health**

Hongyi Zhou, Shayantani Chakraborty, Xuelei Zhao, Neal L Weintraub, Huabo Su, Weiqin Chen

**Supplemental Table 1. List of primers for murine genes used in the present study**

| **Gene name** | **5’ forward primer sequence** | **3’ reverse primer sequence** |
| --- | --- | --- |
| *Adgre1* | CTTTGGCTATGGGCTTCCAGTC | GCAAGGAGGACAGAGTTTATCGTG |
| *Atp6v0d2* | TTCTGCAAGGATCACGGTGA | AGCCAGGAAGTTGCCATAGT |
| *Bax* | TGTTTGCTGATGGCAACTTC | GGAGGAAGTCCAGTGTCCAG |
| *Cd68* | CCAATTCAGGGTGGAAGAAA | GACTGTACTCGGGCTCTGATG |
| *Gadd45a* | CTGCTGCTACTGGAGAACGA | GCAGGATCCTTCCATTGTG |
| *Gsdme* | GGCAGAGACCCAAGTACCAG | CCTTTGCCACCAACGTTCAG |
| *Il18* | ACTTTGGCCGACTTCACTGT | TTCACAGAGAGGGTCACAGC |
| *Il-1β* | CTGCTTCCAAACCTTTGACC | CTTCTCCACAGCCACAATGA |
| *Lgals3* | CCTATGACCTGCCCTTGC | CCCAGTTGGCTGATTTCC |
| *Lipa* | ATGGGAAACAGCAGAGGAAA | CTATGGTGCAGCCTTGAGAA |
| *Nlrp1a* | AATGGGAGGCCTTGCTGAAA | ATGCTGGTCCATGAAGTGCA |
| *Plin1* | CACCTGCGGCTGTGCTGG | CGATGTCTCGGAATTCGCT |
| *Ppara* | CCACGAAGCCTACCTGAAGA | ACTGGCAGCAGTGGAAGAAT |
| *Pparγ2* | TCTCCTGTTGACCCAGAGCA | GTGGAGCAGAAATGCTGGAG |
| *Ppia* | CTGTTTGCAGACAAAGTTCCA | AGGATGAAGTTCTCATCCTCA |
| *Rplp0* | CGCTTTCTGGAGGGTGTCCGC | TGCCAGGACGCGCTTGTACC |
| *Tnfα* | TGCCTATGTCTCAGCCTCTTC | GGAGGCCATTTGGGAACT |

**Supplemental Table 2.** Antibodies or reagents used for immunoblotting, immunohistochemistry, and immunofluorescent staining.

| **Antibody** | **Supplier (Catalog No.)** | **RRID** |
| --- | --- | --- |
| AKT | Cell signaling technology (9272) | RRID:AB_329827 |
| Phospho-AKT (ser473) | Cell signaling technology (4060) | RRID:AB_2315049 |
| BAX | Proteintech (50599-2-Ig) | RRID:AB_2061561 |
| CASP1 (E9R2D) | Cell signaling technology (83383) | RRID:AB_3662792 |
| Cleaved CASP1 (Asp296) (E2G2I) | Cell signaling technology (89332) | RRID:AB_2923067 |
| CASP3 | Cell signaling technology (9662) | RRID:AB_331439 |
| Cleaved CASP3 (Asp175) | Cell signaling technology (9661) | RRID:AB_2341188 |
| CASP8 (D35G2) | Cell signaling technology (4790) | RRID:AB_10545768 |
| Cleaved CASP8 (Asp387) | Cell signaling technology (9429) | RRID:AB_2068300 |
| Catalase | Proteintech (21260-1-AP) | RRID:AB_10733099 |
| CHOP (L63F7) | Cell signaling technology (2895) | RRID:AB_2089254 |
| CSN1 | Enzo Life Sciences (BML-PW8285-0025) | RRID:AB_2051159 |
| CSN8 | Enzo Life Sciences (BML-PW8290-0025) | RRID:AB_2051167 |
| CUL1 | Proteintech (12895-1-AP) | RRID:AB_2086291 |
| CUL2 | Abcam (ab166917) | RRID:AB_3411917 |
| CUL4A | Proteintech (14851-1-AP) | RRID:AB_2261175 |
| GAPDH | Proteintech (60004-1-IG) | RRID:AB_2107436 |
| GPX4 (EPNCIR144) | Abcam (ab125066) | RRID:AB_10973901 |
| GSDMD (E9S1X) | Cell signaling technology (39754) | RRID:AB_2916333 |
| Cleaved GSDMD (Asp276) (E3E3P) | Cell signaling technology (10137) | RRID:AB_2923068 |
| GSDME (E1C5B) | Cell signaling technology (88874) |  |
| MAC2 | Biolegends (125401) | RRID: AB_1134237 |
| NLRP3 (D4D8T) | Cell signaling technology (15101) | RRID:AB_2722591 |
| P21/CDKN1A (EPR3993) | Abcam (ab109199) | RRID:AB_10861551 |
| P27Kip1 (SX53G8.5)/CDKN1B | Cell signaling technology (3698) | RRID:AB_2077832 |
| PLIN1 | Cell signaling technology (9349) | RRID:AB_10829911 |
| PPARγ | Cell signaling technology (2435) | RRID:AB_2166051 |
| SOD2 | Proteintech (24127-1-AP) | RRID:AB_2879437 |
| Ubiquitin (P4D1) | Cell signaling technology (3936) | RRID:AB_331292 |
| K48-linked-Ubiquitin | Cell signaling technology (8081) | RRID:AB_10859893 |

**
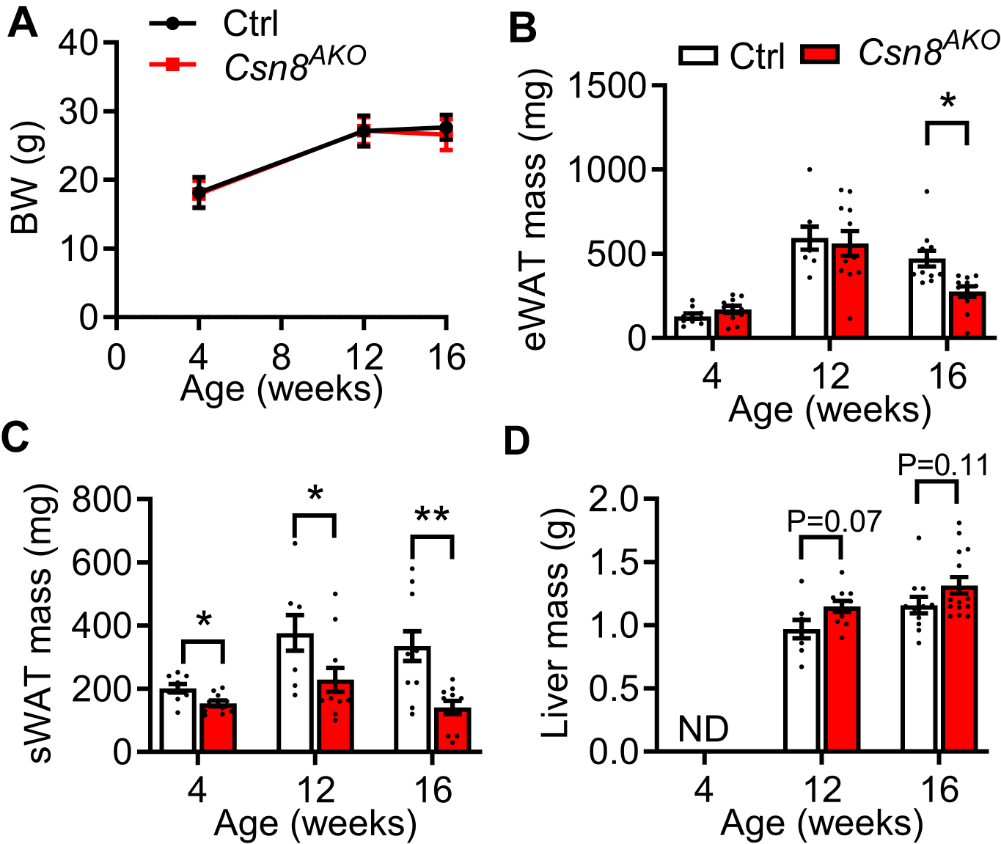
**

**Supplemental Figure S1. Adipocyte-specific loss of CSN8 reduces adiposity in male mice.**

(**A**) Growth curve up to 16 weeks of age in male Ctrl and *Csn8^AKO^* mice. n=8-11/group. (**B-D**) Absolute masses of (**B**) epididymal white adipose tissue (eWAT), (**C**) subcutaneous WAT (sWAT), and (**D**) liver weights in 4-, 12-, and 16-week-old male Ctrl and *Csn8^AKO^* mice. n=8-15/group. ND: not determined. n = 6-13/group. Multiple unpaired t-test with the Holm-Sidak method. *P<0.05; **P<0.005 versus Ctrl.

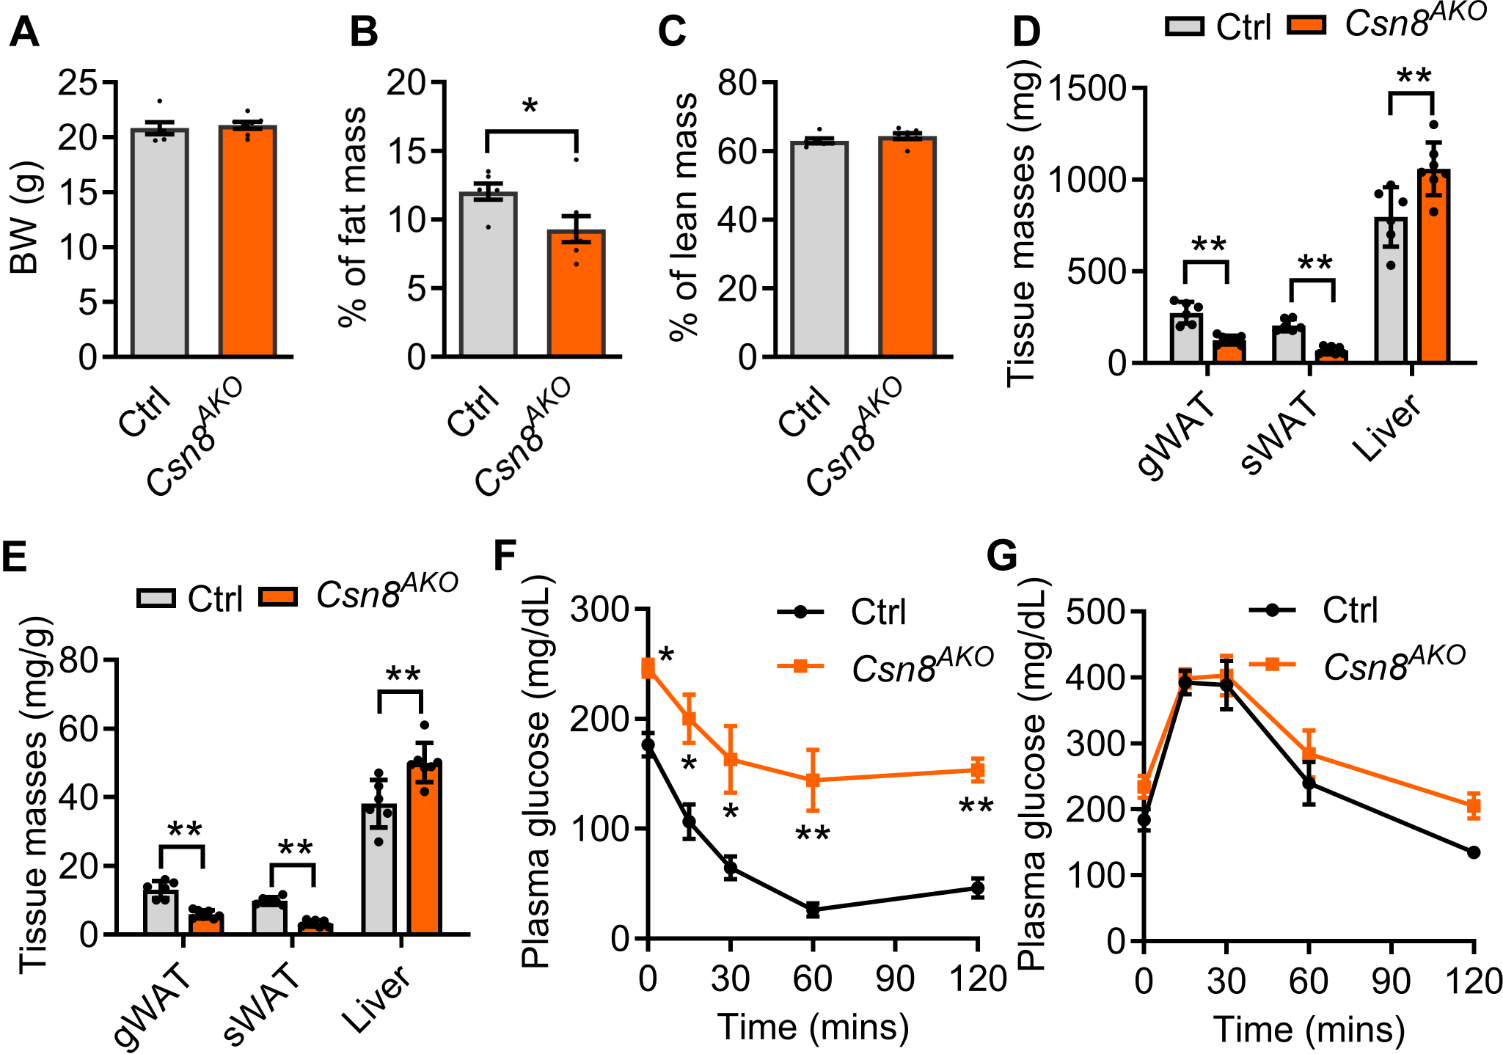

**Supplemental Figure S2. Adipocyte-specific loss of CSN8 reduces adiposity and perturbs metabolic homeostasis in female mice.** (**A**) Body weights (BW), (**B**) % of fat mass, (**C**) % of lean mass. Unpaired t-test. (**D**) Absolute masses of gonadal white adipose tissue (gWAT), subcutaneous WAT (sWAT), and liver weights and (**E**) tissues masses after normalization to body weights. (**F**) Insulin tolerance tests and (**G**) glucose tolerance tests. Multiple t-tests with the Holm-Sidak method. 16-week-old female Ctrl and *Csn8^AKO^* mice were used. n = 6-7/group. *P<0.05; **P<0.005.

**
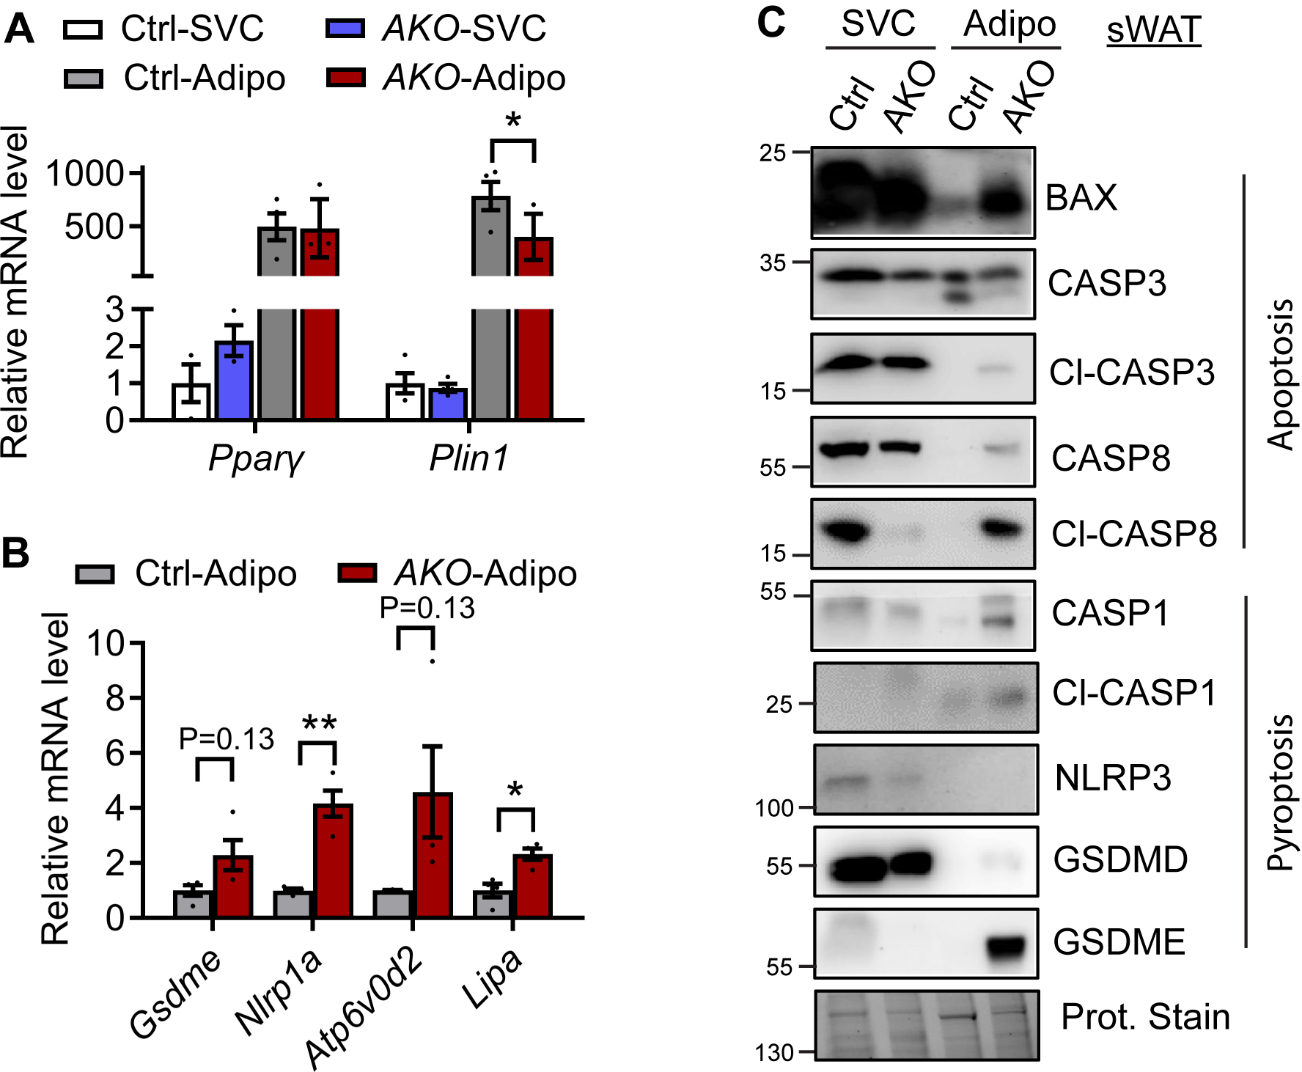
**

**Supplemental Figure S3. Adipocyte-specific loss of CSN8 induced apoptosis and pyroptosis in subcutaneous adipose tissue.**

sWAT from 16-week-old control (Ctrl) and *Csn8^AKO^* (AKO) male mice was fractionated into stromal vascular cells (SVC) and adipocytes (Adipo) fractions. (**A**) The expression of adipocyte marker genes (*Pparγ*, *Plin1*) was confirmed by RT-PCR. n = 4/group, with each group combined from 3 mice. (**B**) The expression of selective genes involved in cytosolic DNA sensing (*Gsdme*, *Nlrp1a*), phagosome (*Atp6v0d2*), and efferocytosis (*Lipa*) was confirmed in adipocyte fractions, with the gene expression in Ctrl-Adipo normalized to 1. Multiple t-tests with the Holm-Sidak method. (**C**) Western blot in SVC and Adipo fractions from sWAT of 16-week-old male Ctrl and *Csn8^AKO^* mice. Each sample is combined from three animals. Representatives of two independent experiments were shown. *P<0.05; **P<0.005.

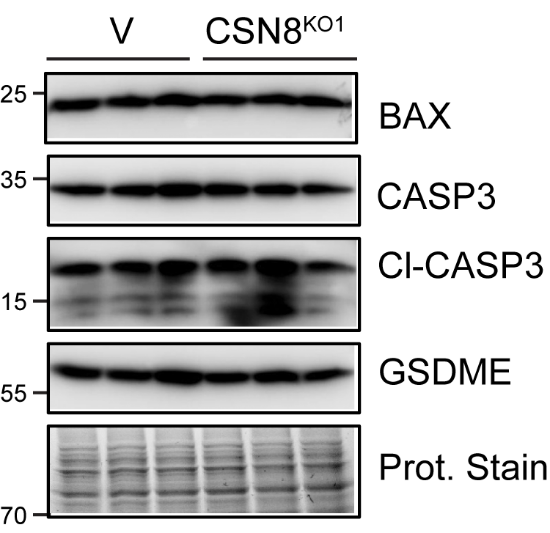

**Supplemental Figure S4. Protein expression in differentiated Ctrl and CSN8-deleted 3T3-L1 adipocytes.** 3T3-L1 preadipocytes were infected with lentiviruses expressing empty vector (V) or gRNA1 against the murine *Csn8* gene to knock down CSN8 (KO1). Cells were differentiated using a standard protocol, and protein expression was examined in D8 mature adipocytes**.**

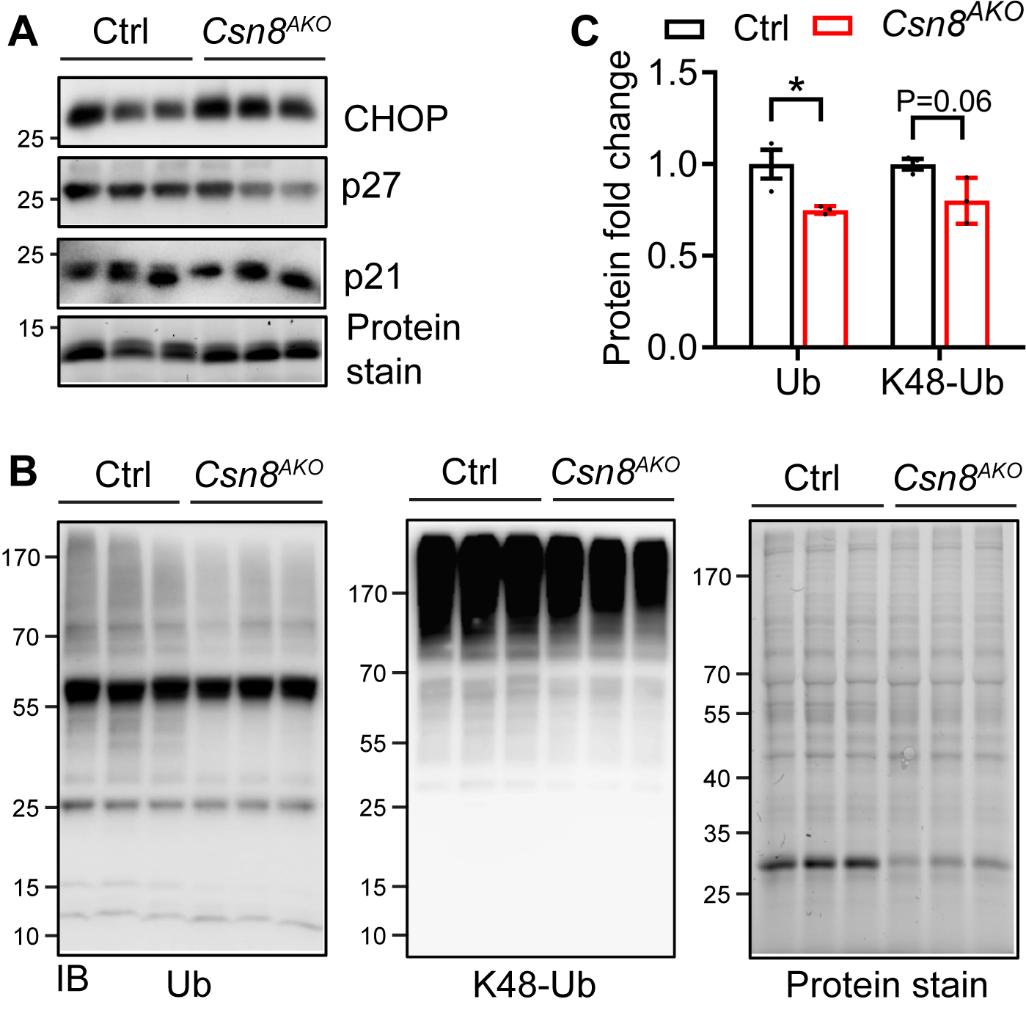

**Supplemental Figure S5.** **CSN8 deletion reduces protein ubiquitination in adipose tissue.**

(**A-B**) Western blot of CSN targeted proteins, ubiquitinated and K48-ubiquitinated proteins, respectively. (**C**) Quantitative analyses of ubiquitinated and K48-ubiquitinated proteins after normalization to the protein-stained signals. eWAT of 16-week-old male Ctrl and *Csn8^AKO^* mice were used (n = 3). Unpaired t-test. *P<0.05; **P<0.005.

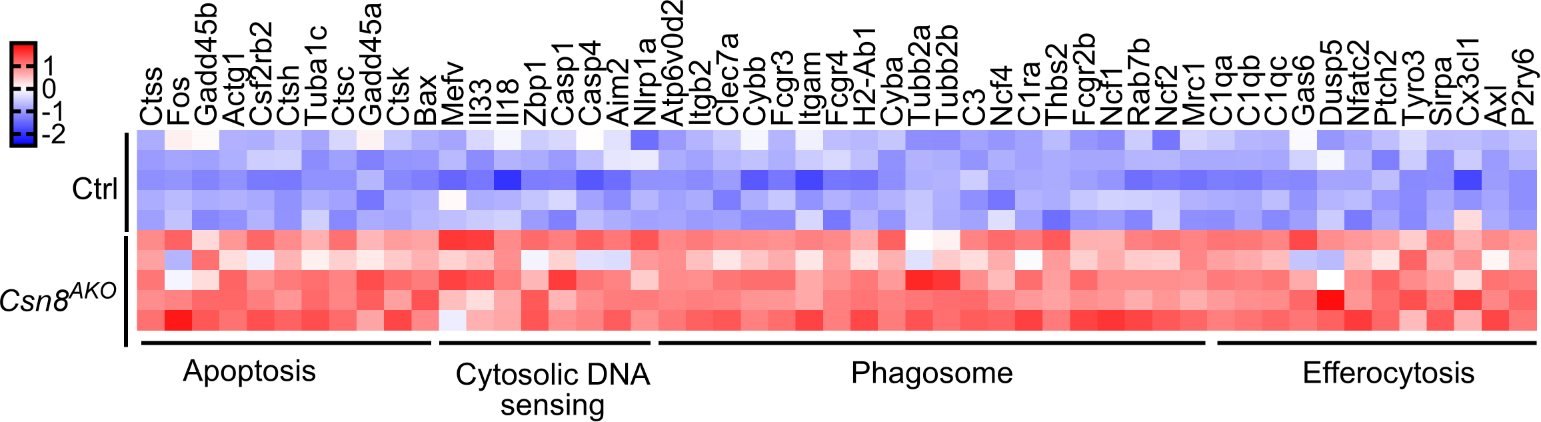

**Supplemental Figure S6.** Heatmaps showing the differential expression of genes involved in apoptosis, cytosolic DNA sensing, phagosome and efferocytosis in the BAT of 4-week-old Ctrl and *Csn8^AKO^* male mice (n = 5) (DEGs cut-off: 1≤Log_2_FC≤-1, *P_adj._*<0.05).

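In *Csn8* AKO BAT, the 11 apoptosis genes of Supplemental Fig. S6 were all past both cutoffs, with a median log2 fold change of 1.53, *Ctss* changing most and *Bax* least. Of the 8 cytosolic DNA sensing genes, 7 were tested and 7 were past both cutoffs (median 1.54), from *Il33* (1.14) to *Il18* (1.95), while *Mefv* had too few counts to be tested. All 20 phagosome genes were past both cutoffs (median 1.63), with *Atp6v0d2* changing most and *Mrc1* least (1.24). Of 12 efferocytosis genes, 11 were past both cutoffs (median 1.45), and *Cx3cl1* had a log2 fold change of 0.90 (adjusted p = 0.00536, groups overlapping).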

How the deposited data were processed for this re-analysis (not part of the article)

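RNA was sequenced from the sWAT of 4 Ctrl and 4 *Csn8* AKO mice at 12 weeks of age and from the BAT of 5 Ctrl and 5 *Csn8* AKO mice at 4 weeks of age, 18 libraries in all, with 1 mouse per library. The labels describe all the mice as male. The authors depleted ribosomal RNA, sequenced paired reads of 150 bases, aligned them to the genome of Ensembl release 101 (GRCm38) with STAR 2.7.9a and counted uniquely aligned, unambiguous reads on genes with featureCounts 2.0.3. The text does not state whether the strand was used in counting. For each library the authors deposited the count of each of 55487 genes without normalization, together with the CPM of each gene, which is the deposited count divided by the total of the library on a fixed scale. The deposited FPKM is that CPM per kilobase of gene length, and the deposited TPM is the count per base of length scaled to the same total in each library. The CPM, FPKM and TPM of the authors were checked against the counts and were not used further. Between 15835721 and 66719937 reads were counted per library. Of the genes, 55227 were also in the GENCODE M21 annotation, 54907 of them at identical positions, and 21974 were protein-coding.

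Genotypes were compared within each tissue from the deposited counts with edgeR 4.0.16 in R 4.3.3, using TMM factors, the filter filterByExpr with a minimum count of 10 and a minimum total of 15, robust quasi-likelihood fits, and Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, or 0.75 for Fig. 5A, as in the legends of the paper. The authors used DESeq2 1.36.0. DESeq2 1.42.0 was run as an alternative. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and adjusted within 19 pathway sets and within 17 sets of markers of cell types and processes. The pathway sets were written by hand or by rules on gene symbols, since the KEGG lists and the Metascape output of the authors are not among the files, so that they are not those lists. The marker sets were for adipocytes, macrophages, neutrophils, T cells, B cells, skeletal muscle, erythroid cells, endothelium, fibroblasts and progenitors, mast cells, proliferation, thermogenesis, nuclear and mitochondrial respiratory chain genes, the unfolded protein response, p53 targets and NRF2 targets. Lists of lymph node, Y-linked and ribosomal RNA genes were added after the values were seen. A change in BAT different from that in sWAT was tested by the interaction of genotype and tissue over all 18 libraries. Library measures were compared by two-sided exact permutation tests, whose smallest possible p is 0.0286 for 4 against 4 mice and 0.00794 for 5 against 5. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

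The comparisons, the sets, the rule for named genes and 83 alternatives were fixed before the data were examined. The rule takes genes named in the text of the paper, genes labelled in its heatmaps as tallies with those of largest and smallest change and those not past both cutoffs, and in each tissue the 5 higher and 5 lower genes of largest change with an adjusted p under 0.05, an average log2 CPM of at least 1 and groups that do not overlap. It adds the 2 called genes of smallest adjusted p in each set named at a claim and the 5 genes of smallest adjusted p in each direction of the interaction. Clone and predicted names were left out of the genes taken by size. Genes named outside the rule are said to be chosen after their values were seen. Some genes that the rule takes are not reported here. The alternatives were RLE factors, scaling by library size alone, no filter on low counts, a filter of over 1 CPM in all but 1 library of a group, protein-coding genes only, DESeq2, limma voom with quality weights, all 4 groups in one fit, a term for the replicate number, each library left out in turn, and for sets fry and an estimated correlation. Added after the data were seen were fits without ribosomal RNA genes, with an offset for GC content and gene length, with the level of B and T cell markers as a covariate, and with BAT libraries thinned to the smallest total, as well as set tests of the interaction.

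The fits were tested on simulated data in which 200 genes were changed by 2 on the log2 scale. With the library numbers and spread of sWAT, edgeR found 89.5% of them and 4.79% of its calls were false, and with those of BAT it found 97.0% with 1.52% false. For the interaction it found 86.5% with 4.95% false. In sWAT, DESeq2 found 96% with 16.2% false calls, and limma voom found 91% with 2.15% false. Of 20 sets without a change, camera called 0 in each of the 3 comparisons. With the real libraries split in other ways, however, camera called a median of 9 of the 19 pathway sets in sWAT and 6 in BAT. No pair of libraries was one library sequenced again, as the smallest median squared deviation between a pair was 3.34 in sWAT and 2.30 in BAT, against 0.455 from counting noise alone. Left out were the RT-PCR, western blot, histology and metabolic data, for which no values per mouse are among the files. Exon-level counts were not analysed here either.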

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

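The tests on the *Adipoq* region, on *Masp1*, on lymph node genes and on *Csn8* AKO libraries of low ribosomal RNA share, the fits with B and T cell markers as a covariate, without ribosomal RNA genes, with a GC and length offset and with thinned BAT libraries were chosen only after the results were seen. The other tests named here were planned.

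In 43 of the 494 groups of libraries examined, 1 library lay far from the others by Dixon's ratio, which chance gives in about 1 in 20 groups, or 24.7 here. In sWAT, the B cell gene *Cd79a* reached 43.0 CPM in Ctrl replicate 1 (group median 2.08) and 136 CPM in *Csn8* AKO replicate 2 (median 2.22), and the T cell gene *Cd3e* 38.9 CPM (median 1.66) and 64.7 CPM (median 3.28) in the same libraries. A candidate explanation is lymph node tissue in the dissected fat. Of 8 genes listed for lymph nodes, 6 were highest in these libraries. Of these, *Cr2*, *Fcer2a*, *Cxcr5* and *Ltb* are also lymphocyte genes, with *Cr2* and *Fcer2a* in the B cell set, and so restate the pattern, which leaves *Glycam1* and *Ccl19* of the stroma and vessels. *Glycam1* had 26.3 and 118 CPM there, against 0.112 to 0.534 elsewhere, and *Ccl19* 1.22 and 2.08 CPM, against 0.178 to 0.559. *Madcam1* was highest in *Csn8* AKO replicate 2 but not raised in Ctrl replicate 1, and *Ccl21a* had 1 count in all. Infiltration by lymphocytes in both mice stays open, since 1 of the libraries is Ctrl and the design names no condition that they share. With B and T cell marker level as a covariate, the cytokine set stayed higher in *Csn8* AKO sWAT at an adjusted p of 3.56e-04 and the chemokine set at 0.00449 (medians 0.42 and 0.56 in the fit without it, set means above the Ctrl mean in 4 of 4 *Csn8* AKO libraries), against ranges over all alternatives of 5.15e-05 to 0.2 and 1.62e-04 to 0.232. This argues against lymph node tissue as the whole source of that difference.

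The muscle gene *Acta1* reached 574 CPM in sWAT Ctrl replicate 3, against a group median of 129.8. Without that library, the skeletal muscle set, which was lower in *Csn8* AKO sWAT (median log2 fold change -0.79, adjusted p = 0.0277, set mean below the Ctrl mean in 3 of 4 libraries), had an adjusted p of 0.693. Under fry it was 0.55. The set also lost its call without *Csn8* AKO replicate 1 (0.156) and without *Csn8* AKO replicate 2 (0.285), within a range of 3.34e-06 to 0.769 over the alternatives. Muscle tissue dissected with the fat of 1 Ctrl mouse may thus account for the call in sWAT, and no biological explanation was tested.

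In BAT, the single gene taken as the measure of ribosomal RNA held 8.06% of the reads in Ctrl replicate 1 (group median 1.39%). It held 12.4% in *Csn8* AKO replicate 2 (median 1.99%), and the TMM factor of *Csn8* AKO replicate 2 was 0.843 (median 1.12). Several gene values of the same library were far from the others, in CPM, namely *Cat* (1012 against a median of 586), *Cidea* (1918 against a median of 942), *Cops2* (63.3 against a median of 46.7), *Cops9* (36.4 against a median of 26.2), *Cul4a* (119.8 against a median of 108), *Eif4a2* (376 against a median of 282), *Fbp2* (4.93 against a median of 2.26), *Krt79* (15.6 against a median of 9.28) and *Rplp0* (544 against a median of 452). Depletion of ribosomal RNA that worked less well in this library is a possible explanation for its share but leaves open the gene values. With ribosomal RNA genes left out of counts and library sizes, BAT had 1535 higher and 932 lower genes. Leaving out *Csn8* AKO replicate 2 gave 1803 higher and 1082 lower genes, against 1530 and 930 with it. The library size of part of the *Csn8* AKO group does not account for most calls, as 76.2% of the BAT genes past both cutoffs stayed past them with each BAT library thinned to the smallest total.

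Other single values far from the rest of their group, in CPM, were, in sWAT Ctrl mice, *Cops9* (32.4 against a median of 25.2, replicate 4), *Cxcl10* (20.1 against a median of 13.9, replicate 2), *Fgr* (10.1 against a median of 3.38, replicate 1), *Gps1* (56.1 against a median of 39.5, replicate 2), *Gpx4* (513 against a median of 343, replicate 2), *Hist1h2bf* (2.67 against a median of 0.452, replicate 1), *Mup17* (0.533 against a median of 0, replicate 3), *Nlrp1a* (0.608 against a median of 0.830, replicate 2), *Rplp0* (510.0 against a median of 397, replicate 1), *Slc2a4* (259 against a median of 168, replicate 2) and *Slc2a5* (25.9 against a median of 3.40, replicate 2). In sWAT of *Csn8* AKO mice they were *Adh1* (29.8 against a median of 54.7, replicate 2), *Cops7b* (11.5 against a median of 9.71, replicate 2), *Csf2rb2* (105 against a median of 36.3, replicate 2), *Fgr* (26.1 against a median of 7.10, replicate 2), *Hk3* (36.0 against a median of 25.5, replicate 3), *Mefv* (6.29 against a median of 2.02, replicate 2) and *Tnf* (6.11 against a median of 1.18, replicate 2). In BAT Ctrl mice they were *Abcg1* (23.5 against a median of 19.7, replicate 1), *Cops7b* (15.4 against a median of 12.4, replicate 1), *Pfkm* (116 against a median of 136, replicate 5) and *Vat1l* (33.9 against a median of 21.5, replicate 5), and in the remaining BAT libraries of *Csn8* AKO mice *Celsr2* (30.1 against a median of 21.8, replicate 1), *Eda2r* (4.33 against a median of 2.78, replicate 1), *Il7r* (3.54 against a median of 2.45, replicate 5) and *Lep* (39.0 against a median of 10.1, replicate 1). Of 438 groups of gene values, 35 had such a value, with 11 in sWAT Ctrl, 7 in sWAT *Csn8* AKO, 4 in BAT Ctrl and 13 in BAT *Csn8* AKO mice, and about 1 in 20 is given by chance. In sWAT *Csn8* AKO mice, 6 of the 7 were in replicate 2, the library with high B and T cell genes. Whether lymph node tissue bears on these values was not tested gene by gene.

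The effect of the deletion differed between BAT and sWAT for 532 genes by the interaction test. Among them, genes with a positive interaction, in log2 units, were *Acsm3* (3.25), *Adra1a* (2.65), *Atp6v0d2* (1.85), *Cd68* (1.18), *Celsr2* (2.77), *Cidea* (7.02), *Ctss* (1.58), *Cyp2f2* (3.06), *Cyp2u1* (1.46), *Gys2* (2.69), *Itih4* (4.22), *Lgals3* (2.67), *Slc2a4* (1.56), *Slc2a5* (5.50), *Vegfb* (0.97), *Abcd2* (2.40), *Abcg1* (0.93), *Actg1* (1.54), *Anpep* (1.01), *C5ar1* (0.71), *Gdf10* (1.54), *Gdf15* (4.87), *Hk1* (1.27), *Kif1a* (3.55), *Ptprf* (1.68) and *Tshr* (4.03). Those with a negative interaction were *Il1rn* (-2.62), *Krt79* (-2.70), *Lcn2* (-3.35), *Lipa* (-1.44), *P2ry12* (-1.43), *Pdia5* (-2.18), *St6galnac6* (-1.67), *Tpd52* (-1.43), *Btc* (-3.10), *Gldn* (-4.44) and *Gstm4* (-1.07). The adjusted p ranged from 1.84e-06 for *Celsr2* and *Cidea* to 0.0492 for *Vegfb*. With 1 library left out, *P2ry12* lost its call in 12 of 18 fits (adjusted p up to 0.0935, without sWAT *Csn8* AKO replicate 1), *Slc2a5* lost its call in 8 of 18 fits (adjusted p up to 0.0905, without sWAT *Csn8* AKO replicate 1), *Vegfb* lost its call in 12 of 18 fits (adjusted p up to 0.111, without sWAT Ctrl replicate 2), *Abcg1* lost its call in 3 of 18 fits (adjusted p up to 0.0517, without BAT Ctrl replicate 3), *Anpep* lost its call in 14 of 18 fits (adjusted p up to 0.0852, without sWAT Ctrl replicate 4), *C5ar1* lost its call in 13 of 18 fits (adjusted p up to 0.087, without sWAT Ctrl replicate 4) and *Gdf10* lost its call in 12 of 18 fits (adjusted p up to 0.0834, without sWAT Ctrl replicate 4). Only 2 of 50 regroupings of the genotypes within tissues, the real one included, gave as many genes, although the other gave 972. Chance in the grouping thus seldom gives such a number. The larger libraries of BAT do not account for its larger number of genes past both cutoffs, since with BAT libraries thinned to the median total of sWAT, 17866450 reads, there were 1755, against 624 in sWAT. With 4 against 4 of the thinned libraries, the median over 25 subsets was 1501 (1347 to 2130). Bias from GC content or gene length is argued against as the source of most calls within tissues, since 95.8% of the calls in sWAT and 92.0% in BAT were kept with an offset for it. Depot, age (12 weeks in sWAT, 4 weeks in BAT) and the sex-linked transcripts differ together between the tissues, so each stays open and was not tested.

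Changes in genes that the paper does not discuss were those of *Lcn2* (log2 fold change 9.10 in sWAT and 5.78 in BAT), *Mup15* (6.65), *Mup17* (5.76) and *Saa3* (4.19) in sWAT, and *Mmp12* (5.86), *Gdf15* (5.67) and *Kif1a* (5.63) in BAT. *Mup15* and *Mup17* are close paralogs, and reads that align to several genes were not counted by the authors, so that how their reads were shared was not tested. *Mup17* had an adjusted p of 0.0854 without Ctrl replicate 2 and lost its call in 4 of 8 fits that each left out 1 library (range over all alternatives up to 0.0977). The ribosomal RNA share of the libraries, and poorer RNA or depletion that goes with it, is argued against as the whole cause of the calls in sWAT. *Csn8* AKO replicates 1 and 2 had 3.81% and 4.68% of reads on the single gene taken as the measure of this share, less than Ctrl replicates 2 and 3 with 17.4% and 18.9%. Of 364 genes past both cutoffs without *Csn8* AKO replicate 1, that library lay on the side of the call against these Ctrl libraries for 100.0%, and of 717 genes past both without *Csn8* AKO replicate 2 that library did so for 87.0%. For *Lcn2*, *Mup15*, *Mup17* and *Saa3*, all *Csn8* AKO libraries were above all Ctrl libraries, but the rule that chose these genes required this, so it adds no evidence. With ribosomal RNA genes left out, 96.6% of the calls in sWAT were kept, which moved little (median shift 0.01 on the log2 scale), since TMM already discounts these genes, and so adds no evidence. What stays open is a response of the tissue to the deletion, which the design cannot separate from changes in its cells.

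*Masp1* (2.82 in sWAT and 2.94 in BAT), *Eif4a2* (0.65 and 0.75) and *Kng1* (2.82 in BAT, not tested in sWAT), all chosen after their values were seen, lie near *Adipoq* on chromosome 16, and the Cre transgene is driven by the adiponectin promoter. The adjusted p of *Eif4a2* in sWAT, 0.0473, passed 0.05 in 7 of 8 fits that each left out 1 library, up to 0.148 without Ctrl replicate 2. A candidate explanation is extra copies of the *Adipoq* region on the transgene. Within 250 kb of *Adipoq*, 1 of 10 genes tested in both tissues was higher in both, and 15.2% of windows of as many genes elsewhere had as many. In BAT, 6 of 12 genes within 100 kb were higher, which 3.11% of windows matched. *Masp1* lies 303 kb from *Adipoq*. *St6gal1*, between them, had a log2 fold change of -0.59 in BAT and of 0.54 in sWAT (adjusted p = 0.4). *Adipoq* itself did not rise (-0.68 in sWAT, adjusted p = 0.173, and 0.09 in BAT, adjusted p = 0.474). For *Masp1*, *Eif4a2* and *Kng1*, extra copies and a response to the deletion cannot be told apart, because the extent and structure of the transgene are not among the data and the fall of adipocyte genes bears on *Adipoq* itself. Genes that overlap *Masp1* on the opposite strand and *Eif4a2* on either strand keep them open too, since the strand of counting is not stated.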

How the results depend on the processing

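The tests of splits under fry and the fits with B and T cell markers as a covariate, without ribosomal RNA genes, with a GC and length offset and with thinned BAT libraries were chosen only after the data were seen. All other alternatives named here were planned. The causes of the changes below were not tested, except that fewer genes were tested under a stricter filter or with protein-coding genes alone.

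In sWAT, 265 genes were higher and 359 lower past both cutoffs. The number higher was 431 with DESeq2, 463 with limma voom, 435 with all 4 groups in one fit, 106 with scaling by library size alone, and 407 with the B and T cell covariate. The number lower was 615 with all 4 groups in one fit. DESeq2 called 623 of the 624 genes of the edgeR fit, and scaling by library size alone 367. Scaling by library size alone took the share of higher genes from 42.5% to 24.4%. At the 0.75 cutoff, the higher genes, 366, numbered 644 with DESeq2, 720 with limma voom, 662 with all 4 groups, 106 with library size alone and 665 with the covariate, and the lower genes, 483, numbered 899 with all 4 groups. Across the 8 fits that each left out 1 library, the higher genes ran from 117 (without *Csn8* AKO replicate 3) to 405 (without *Csn8* AKO replicate 2) and the lower from 153 (without *Csn8* AKO replicate 3) to 439 (without *Csn8* AKO replicate 4). At the 0.75 cutoff these ranges were 144 to 626 and 174 to 566, with the same libraries at the ends.

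A replicate block, which treats libraries of the same number as paired, gave 126 higher and 156 lower genes in sWAT, 134 and 165 at the 0.75 cutoff, an adjusted p of 0.0103 for endothelial markers in BAT, and 157 genes with the same direction in both tissues. The numbers do not pair the mice. Of the correlations between libraries of the same number, 1 of 4 in sWAT (-0.39 to 0.22) and 1 of 5 in BAT (-0.10 to 0.10) were above 0.1.

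In BAT, 1530 genes were higher, which stayed within 1.5 times under all alternatives and ran from 1305 (without *Csn8* AKO replicate 5) to 1803 (without *Csn8* AKO replicate 2) with 1 library left out. The 930 lower genes numbered 593 with a filter of over 1 CPM in all but 1 library of a group and 593 with protein-coding genes alone, both of which test fewer genes, and 818 (without *Csn8* AKO replicate 4) to 1082 (without *Csn8* AKO replicate 2) with 1 library left out. Scaling by library size alone moved the median log2 fold change by 0.14 and the share of higher genes from 62.2% to 74.4%. Of 2460 genes, DESeq2 called 2440. With each library thinned to the smallest total, 1272 genes were higher and 801 lower.

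No proteasome gene was called in sWAT (1 at an unadjusted p under 0.05), except 1 with all 4 groups in one fit, and the 8 fits with 1 library left out gave 0 each. In BAT, 10 were called, but 2 with all 4 groups in one fit and 6 without a filter on low counts, and 3 (without *Csn8* AKO replicate 3) to 15 (without *Csn8* AKO replicate 2) with 1 library left out.

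Of the pathway sets, camera called 16 in sWAT, fry 9 and camera with an estimated correlation 0. Of the marker sets in sWAT, these numbers were 11, 7 and 2. In BAT, the estimated correlation left 3 of 12 pathway sets and 1 of 9 marker sets. With 1 library left out, 11 to 17 pathway and 10 to 13 marker sets were called in sWAT, and 11 to 12 and 9 to 12 in BAT. Camera's counts were not rare among other splits of the libraries. In sWAT 4 of the 35 splits, the real one included, gave as many pathway sets (median 9 and up to 18 of 19 in the others), and in BAT 19 of 100 drawn splits (median 6 and up to 17). Under fry, 1 of 35 in sWAT (1 set at most in the others) and 2 of 100 in BAT (up to 15) gave as many. For genes past both cutoffs, 1 of the 35 splits in sWAT (5 genes at most in the others) and 1 of 100 in BAT (426 at most) gave as many as the real split.

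The 532 interaction genes numbered 1103 with DESeq2 and 914 with limma voom, and 355 (without BAT *Csn8* AKO replicate 4) to 720 (without sWAT *Csn8* AKO replicate 2) with 1 library left out. The Spearman rho between tissues, 0.520, was 0.262 with DESeq2, 0.254 with no filter, and 0.442 to 0.529 with 1 library left out. The 305 genes with the same direction numbered 459 with all 4 groups in one fit, 166 with library size alone, and 148 (without sWAT *Csn8* AKO replicate 3) to 352 (without sWAT *Csn8* AKO replicate 2) with 1 library left out.

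Of single results, 0 reversed. For 117 genes in sWAT, 1266 of 1403 comparisons with other alternatives kept the call, 42 lost one and 95 gained one, and with 1 library left out 839 of 936 kept it, 78 lost one and 19 gained one. For 102 genes in BAT, 1190 of 1219 kept it, 15 lost one and 14 gained one, and with 1 library left out 990 of 1020, with 23 lost and 7 gained. For 72 set results, 472 of 540 kept the call, 56 lost one and 12 gained one, and with 1 library left out 610 of 648, with 14 lost and 24 gained. For 38 interaction values, 178 of 190 kept the call and 12 lost it, and with 1 library left out 610 of 684, with 74 lost.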

Differences from the paper's values

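The fits with B and T cell markers as a covariate, without ribosomal RNA genes, with a GC and length offset and with thinned BAT libraries were chosen only after the values were seen.

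The paper's number of genes higher in *Csn8* AKO sWAT is 513, and edgeR's quasi-likelihood test gave 265. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's 513 with DESeq2 (431), all 4 groups in one fit (435), limma voom with quality weights (463) and without *Csn8* AKO replicate 2 (405). It was not with RLE factors (273), scaling by library size alone (106), no filter on low counts (280), a filter of over 1 CPM in all but 1 library of a group (265), protein-coding genes only (263), or without *Csn8* AKO replicates 1 (159), 3 (117) or 4 (263) or Ctrl replicates 1 (284), 2 (145), 3 (153) or 4 (150). It was not with the replicate block (126) either, which treats libraries of one number as paired. With the B and T cell covariate, chosen after the values were seen, it was 407.

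The paper states that calcium signaling genes were lower in *Csn8* AKO BAT. In the hand-written set, 92 of 149 genes were higher (median log2 fold change 0.10, camera, adjusted p = 0.219, set mean above the Ctrl mean in 4 of 5 *Csn8* AKO libraries). No alternative called the set lower, and fry called it higher at 0.0313 (range 0.0313 to 0.485). These tests ask about a shift of the whole set, whereas the paper's pathways were enriched among its differentially expressed genes. Such an enrichment was not tested here, so the paper's statement stays open. Past both cutoffs, 21 genes of the set were higher and 10 lower.

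The paper states that no proteasome subunit differed in mRNA, without naming the tissue, in a passage on white adipose tissue. The calls in BAT may thus lie outside its statement. In sWAT 0 of 41 were called (1 at an unadjusted p under 0.05). In BAT, 10 of 41 had an adjusted p under 0.05, with log2 fold changes from -0.41 to 0.31 over all 41. Every alternative called some in BAT, from 2 with all 4 groups in one fit to 14 with limma voom, and from 3 to 15 with 1 library left out. All of them were under the fold change cutoff of 1 that the paper uses elsewhere.

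The paper states that apoptotic and pyroptotic genes rose more overtly in *Csn8* AKO BAT. Over the interaction of genotype and tissue, in set tests added after the values were seen, the median was -0.02 for apoptosis (camera, adjusted p = 0.735, 49 of 100 genes positive) and -0.07 for cytosolic DNA sensing and pyroptosis (adjusted p = 0.591). Of the apoptosis genes, 2 were past the threshold, both with a larger rise in BAT, namely *Ctss* with 1.58 (adjusted p = 7.03e-04) and *Actg1* with 1.54 (adjusted p = 0.00419).

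The heatmaps show as differentially expressed some genes that were not past both of their cutoffs here, although each changed in the direction drawn. In Fig. 4C, 14 of 29 inflammation genes and 2 of 12 insulin signaling genes were not past both. In Fig. 5A, these were 5 of 8 apoptosis, 6 of 10 cytosolic DNA sensing, 0 of 8 phagosome and 4 of 8 efferocytosis genes. In Fig. 6A they were 2 of 7, and in Supplemental Fig. S6 1 of 12 efferocytosis genes, with 1 of 8 cytosolic DNA sensing genes, *Mefv*, not tested. DESeq2 put past both cutoffs *Ccr2*, *Cxcl13*, *Il1r2*, *Pik3r5*, *Tnfrsf11a*, *Tnfrsf12a*, *Hk2*, *Ppp1r3c*, *Birc5*, *Ifi204*, *Mfge8*, *Thbs1*, *Ano3* and *P2ry12*. Limma voom did so for *Ccr2*, *Hist1h2bb*, *Hist1h2bf*, *Hist1h3b*, *Il1r2*, *Pik3r5*, *Shc2*, *Tnfrsf11a*, *Tnfrsf12a*, *Hk2*, *Birc5*, *Bax*, *Mfge8*, *P2ry12* and *Gsta3*, and *Cx3cl1* in BAT. All 4 groups in one fit did so for *Ccr2*, *Cxcl13*, *Il1r2*, *Pik3r5*, *Tnfrsf12a*, *Hk2*, *Ppp1r3c*, *Birc5*, *Mefv*, *Ifi204*, *Mfge8*, *Ano3* and *P2ry12*. RLE factors, and the filter of over 1 CPM in all but 1 library of a group, put *Ccr2*, *Tnfrsf11a* and *Tnfrsf12a* past both, as did protein-coding genes only, which added *Bax* and *Mfge8*. Scaling by library size alone put *Hk2*, *Ppp1r3c* and, in BAT, *Cx3cl1* past both, and no filter on low counts *Tnfrsf12a* and *Mfge8*. The replicate block, which treats libraries of one number as paired, did so for *Ccr2*. Without Ctrl replicate 1, *Hist1h2bb*, *Hist1h2bf*, *Pik3r5*, *Tnfrsf11a*, *Hk2*, *Ppp1r3c*, *Birc5*, *Bax* and *Zbp1* were past both, without Ctrl replicate 4 *Shc2*, without *Csn8* AKO replicate 2 *Ccr2*, *Il1r2*, *Shc2*, *Ano3* and *P2ry12*, and without *Csn8* AKO replicate 4 *Ccr2*, *Tnfrsf11a*, *Hk2* and *Gsta3*. *Cx3cl1* was past both without BAT Ctrl replicate 5. Of the settings chosen after the values were seen, the B and T cell covariate put *Ccr2*, *Cxcl13*, *Pik3r5*, *Tnfrsf12a*, *Hk2*, *Ppp1r3c*, *Birc5*, *Gadd45a*, *Ifi204*, *Mfge8*, *Ano3* and *P2ry12* past both, the GC and length offset *Ccr2*, *Pik3r5*, *Tnfrsf12a*, *Bax*, *Ifi204* and *Mfge8*, leaving out ribosomal RNA genes *Ccr2*, *Tnfrsf11a* and *Tnfrsf12a*, and thinning of BAT libraries *Cx3cl1*. *Ccr1*, *Fgr*, *Hist1h4f*, *Csf2rb2*, *Tnfrsf10b*, *Casp1*, *Gsdmd*, *Il18* and *Nat8f1* were past both cutoffs under none of the alternatives run.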

Other observations

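The tests on *Xist* and Y-linked genes, on cell type shares, on the exons of *Cops8*, on p53 targets and the set tests of the interaction were chosen only after the results were seen. The tests on histones were planned.

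The labels and the paper describe all mice as male. *Xist* was at 535 to 893 CPM in the 10 BAT libraries, and 4 Y-linked genes (*Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*) summed to at most 0.133 CPM there, against 97.0 to 250.0 CPM in the 8 sWAT libraries. The highest Y-linked level of a BAT library was 0.0745% of the sWAT mean. These values are in line with BAT from female mice. They argue against a mixture of male and female RNA, which would leave Y-linked transcripts in proportion to the male share. Whether the mice or the labels differ from the description is not known from the data.

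Macrophage marker genes, 25 of which were tested in each tissue, rose on average by 0.99 on the log2 scale in *Csn8* AKO sWAT (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow) and by 1.63 in BAT (p = 0.00794, the smallest for 5 against 5). A smaller share of adipocytes would raise all other cell types alike. In sWAT, adipocyte markers had a difference of -1.06 (exact p = 0.0286), T cell markers 0.44 (0.629), fibroblast markers 0.49 (0.171), endothelial markers -0.16 (0.514), mast cell markers 0.83 (0.0286) and neutrophil markers 1.66 (0.0286). In BAT these were -0.15 (0.0476), 0.47 (0.00794), 1.10 (0.00794), 0.29 (0.0317), 1.23 (0.00794) and 0.98 (0.00794). The rise of macrophage over endothelial markers was 1.14 in sWAT (exact p = 0.0286, adjusted over 6 comparisons 0.0429) and 1.34 in BAT (exact p = 0.00794, adjusted 0.00794), with all *Csn8* AKO libraries above all Ctrl libraries for the macrophage markers. This argues against a lower share of adipocytes as the whole cause in either tissue. A hypothesis that stays open is that the number or the state of macrophages changed, which bulk RNA does not separate. In sWAT, the rise of macrophage over T cell markers, 0.55, was within the spread (exact p = 0.543). So was that over mast cell markers, 0.16 (exact p = 0.286). The difference was 0.49 over fibroblast and progenitor markers and -0.68 over neutrophil markers, whose mean rose more (exact p = 0.0286 for each). The neutrophil mean covers 8 tested genes in sWAT and 6 in BAT, among them *Lcn2*, with log2 fold changes of 9.10 and 5.78. Means without *Lcn2* were not computed, so whether the other neutrophil markers rose more than macrophage markers stays open.

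Core histone genes, part of the neutrophil extracellular trap term, were higher in *Csn8* AKO sWAT as a set (median log2 fold change 0.31, adjusted p = 0.029, 3 of 4 libraries above the Ctrl mean), a call lost in 5 of 8 fits with 1 library left out, up to 0.44 without Ctrl replicate 4 and under fry at 0.472 (range over the alternatives 2.48e-06 to 0.687). Over the 8 libraries, as deviations from the group means, their level had a Pearson r of 0.543 with proliferation markers (permutation p = 0.125, Benjamini-Hochberg adjusted over the pair of relations 0.25) and a Spearman rho of 0.524 (permutation p = 0.212). Without the 2 libraries farthest on the x axis, r was 0.978. With neutrophil markers, r was -0.31 (p = 0.342, adjusted 0.342), rho was -0.10 (p = 0.816) and r without the 2 farthest libraries was 0.345. More dividing cells and more neutrophils cannot be told apart as sources of the histone genes, because neither relation passed the threshold over 8 libraries and both values of r changed with 2 libraries left out.

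The count of *Cops8* was close to that of Ctrl mice, with a log2 fold change of -0.12 in sWAT and -0.30 in BAT. If deletion of exons 4 to 6, which hold 13.3% of the transcript, left a stable transcript in every cell, the log2 share left would be -0.21. A stable transcript without these exons, and *Cops8* from cells other than adipocytes, cannot be told apart, because counts per exon are not among the data analysed and the share of adipocyte RNA is unknown.

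*Cdkn1a*, which encodes p21, rose in sWAT from 11.7 ± 2.55 CPM (SD, n = 4) in Ctrl mice to 56.3 ± 15.3 CPM (SD, n = 4) in *Csn8* AKO mice (log2 fold change 2.26 (adjusted p = 0.0015)) and in BAT from 70.8 ± 23.0 to 225 ± 58.8 CPM (SD, n = 5, log2 fold change 1.67 (adjusted p = 7.26e-04)), with all *Csn8* AKO libraries above all Ctrl libraries, and *AC167363.2* overlaps it on the opposite strand. The paper reports p21 protein in eWAT, a different depot. A candidate explanation is p53 activity. The mean of 35 other p53 target genes rose by 0.28 in sWAT (two-sided exact permutation test, p = 0.0286) and of 36 in BAT by 0.43 (exact p = 0.00794). As sets with *Cdkn1a*, the p53 targets had median log2 fold changes of 0.42 (adjusted p = 5.68e-05, above the Ctrl mean in 4 of 4 libraries) and 0.48 (adjusted p = 2.00e-04, above the Ctrl mean in 5 of 5 libraries). *Ddit3*, which encodes CHOP, had log2 fold changes of 0.01 (adjusted p = 0.988) in sWAT and -0.16 (adjusted p = 0.367) in BAT, and *Cdkn1b*, which encodes p27, of 0.05 (adjusted p = 0.923) and 0.19 (adjusted p = 0.102). Genes that overlap *Ddit3* on the same strand limit its count. These tests on mRNA do not bear on the proteins.

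The unfolded protein response set had median log2 fold changes of 0.16 (adjusted p = 0.0937, above the Ctrl mean in 4 of 4 libraries) in sWAT and 0.22 (adjusted p = 0.213, above the Ctrl mean in 5 of 5 libraries) in BAT. Its adjusted p in sWAT was 0.0242 without *Csn8* AKO replicate 3 (range over the alternatives 0.0242 to 0.336). Fry called the set higher in sWAT at 0.0421 and in BAT at 0.0232 (range in BAT 0.0232 to 0.55), with set means of all *Csn8* AKO libraries above those of all Ctrl libraries in both tissues. The NRF2 target set had -0.06 (adjusted p = 0.759, above the Ctrl mean in 3 of 4 libraries) and 0.08 (adjusted p = 0.653, above the Ctrl mean in 5 of 5 libraries). *Sod2*, *Cat* and *Gpx4* had log2 fold changes of -0.16 (adjusted p = 0.727), -0.57 (adjusted p = 0.211) and -0.39 (adjusted p = 0.496) in sWAT and of 0.03 (adjusted p = 0.877), -0.13 (adjusted p = 0.611) and -0.43 (adjusted p = 0.00839) in BAT. For *Gpx4* in BAT the groups overlapped. *Il18* and *Nlrp3* had 0.61 (adjusted p = 0.209) and 0.69 (adjusted p = 0.442) in sWAT and 1.95 (adjusted p = 7.49e-04) and 0.02 (adjusted p = 0.975) in BAT. *Il1b* had 0.30 (adjusted p = 0.696) in BAT and too few counts to be tested in sWAT, and *Tnf* had 0.99 (adjusted p = 0.515) and 0.19 (adjusted p = 0.729). *Casp8* had 0.26 (adjusted p = 0.507) in sWAT and 0.28 (adjusted p = 0.146) in BAT.

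*Akt1* and *Akt2* had log2 fold changes of 0.27 (adjusted p = 0.317) and -0.83 (adjusted p = 0.0706) in sWAT and of 0.51 (adjusted p = 4.40e-04) and -0.51 (adjusted p = 0.00151) in BAT. *Plin1*, *Pparg* and *Lep* had -0.94 (adjusted p = 0.114), -0.25 (adjusted p = 0.696) and -0.56 (adjusted p = 0.224) in sWAT and 0.16 (adjusted p = 0.206), 0.21 (adjusted p = 0.126) and -0.80 (adjusted p = 0.548) in BAT. *Nfe2l1* had -0.75 (adjusted p = 0.0423) in sWAT, where its adjusted p passed 0.05 in 5 of 8 fits that each left out 1 library, up to 0.132 without *Csn8* AKO replicate 3, and -0.38 (adjusted p = 0.0168) in BAT. *Cul1*, *Cul2* and *Cul4a* had 0.00 (adjusted p = 0.992), -0.15 (adjusted p = 0.676) and -0.22 (adjusted p = 0.425) in sWAT. The reference genes of the RT-PCR, *Rplp0* and *Ppia*, had 0.45 (adjusted p = 0.186) and -0.11 (adjusted p = 0.787) in sWAT and 0.53 (adjusted p = 4.07e-04) and -0.17 (adjusted p = 0.166) in BAT.

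Of the marker sets, adipocyte markers had a median log2 fold change of -1.00 (adjusted p = 6.68e-19, above the Ctrl mean in 0 of 4 libraries) in sWAT and -0.37 (adjusted p = 0.113, above the Ctrl mean in 0 of 5 libraries) in BAT, where fry called them lower at 0.0279 (range 0.0279 to 0.55). The neutrophil set, of whose 20 genes 8 were expressed enough to be tested in sWAT and 6 in BAT, had 0.96 (adjusted p = 1.54e-08, above the Ctrl mean in 4 of 4 libraries) and 0.97 (adjusted p = 0.00735, above the Ctrl mean in 5 of 5 libraries), and mast cell markers 1.12 (adjusted p = 1.38e-04, above the Ctrl mean in 4 of 4 libraries) and 2.52 (adjusted p = 1.28e-06, above the Ctrl mean in 5 of 5 libraries). T cell markers had 0.34 (adjusted p = 0.413, above the Ctrl mean in 2 of 4 libraries) and 0.66 (adjusted p = 0.00104, above the Ctrl mean in 5 of 5 libraries), and B cell markers 1.22 (adjusted p = 0.101, above the Ctrl mean in 1 of 4 libraries) and 0.44 (adjusted p = 0.0875, above the Ctrl mean in 4 of 5 libraries). Without Ctrl replicate 1, T and B cell markers were called higher in sWAT at 2.45e-04 and 5.49e-04, the latter as 1 of 4 such fits out of 8, and B cell markers were called higher in BAT at 0.0344 without its Ctrl replicate 1, within ranges of 2.45e-04 to 0.995 and 5.49e-04 to 0.781 in sWAT and 0.0344 to 0.55 in BAT. Fibroblast and progenitor markers had 0.73 (adjusted p = 3.23e-05, above the Ctrl mean in 3 of 4 libraries) and 1.18 (adjusted p = 4.54e-19, above the Ctrl mean in 5 of 5 libraries), and endothelial markers -0.19 (adjusted p = 0.138, above the Ctrl mean in 1 of 4 libraries) and 0.13 (adjusted p = 0.0536, above the Ctrl mean in 5 of 5 libraries). Endothelial markers were called lower in sWAT without *Csn8* AKO replicate 4 at 0.00581, and higher in BAT in 5 of 10 fits with 1 library left out, down to 0.0195 without *Csn8* AKO replicate 2 (range in sWAT 0.00581 to 0.877, and in BAT up to 0.568). Erythroid markers had 0.17 (adjusted p = 0.759, above the Ctrl mean in 3 of 4 libraries) and -0.48 (adjusted p = 0.413, above the Ctrl mean in 2 of 5 libraries), and without *Csn8* AKO replicate 2 they were called in sWAT at 0.0179 (range 0.0179 to 0.988). Skeletal muscle markers had 2.46 (adjusted p = 0.0609, above the Ctrl mean in 4 of 5 libraries) in BAT, where 8 of 10 fits with 1 library left out called them, down to 0.00247 without *Csn8* AKO replicate 2 (range 0.00247 to 0.652). The muscle gene *Acta1* was at 30.2 and 59.0 CPM in BAT of *Csn8* AKO replicates 1 and 5, against 0.210 to 0.949 CPM in the other 8 BAT libraries, so that muscle dissected with the fat of 2 mice stays open. Fry called B cell markers higher in BAT at 0.0404 and endothelial markers at 0.0461. In sWAT it did not call fibroblast and progenitor markers (0.192, range 3.82e-12 to 0.486).

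Proliferation markers had a median log2 fold change of 0.67 (adjusted p = 2.10e-07, above the Ctrl mean in 4 of 4 libraries) in sWAT and 0.75 (adjusted p = 3.14e-05, above the Ctrl mean in 5 of 5 libraries) in BAT, and thermogenic markers -1.26 (adjusted p = 1.15e-08, above the Ctrl mean in 0 of 4 libraries) and -0.17 (adjusted p = 0.413, above the Ctrl mean in 4 of 5 libraries). The thermogenic set was called in BAT at 0.0487 without *Csn8* AKO replicate 2 (range 0.0487 to 0.75). Nuclear genes of the respiratory chain had -0.29 (adjusted p = 2.36e-06, above the Ctrl mean in 0 of 4 libraries) and -0.35 (adjusted p = 1.15e-09, above the Ctrl mean in 0 of 5 libraries), and mitochondrially encoded genes -0.48 (adjusted p = 3.98e-04, above the Ctrl mean in 0 of 4 libraries) and -0.45 (adjusted p = 0.00104, above the Ctrl mean in 0 of 5 libraries). Fry did not call, in sWAT, proliferation markers (0.061, range 3.82e-10 to 0.336), nuclear genes of the respiratory chain (0.273, range 1.13e-11 to 0.632) and mitochondrially encoded genes (0.172, range 6.11e-07 to 0.486). *Ucp1*, chosen after its values were seen, had a log2 fold change of 0.53 (adjusted p = 0.167) in BAT. Of pathway sets not named at a claim in that tissue, glycolysis had -0.26 (adjusted p = 0.00464, above the Ctrl mean in 0 of 4 libraries) and peroxisome -0.38 (adjusted p = 1.58e-07, above the Ctrl mean in 0 of 4 libraries) in sWAT. The adjusted p of glycolysis was 0.064 without *Csn8* AKO replicate 2 and 0.177 under fry (range 8.90e-05 to 0.448), and that of peroxisome 0.0633 under fry (range 5.00e-09 to 0.306). Calcium signaling had 0.05 (adjusted p = 0.843, above the Ctrl mean in 2 of 4 libraries) in sWAT. In BAT, insulin signaling had -0.02 (adjusted p = 0.5, above the Ctrl mean in 0 of 5 libraries), AMPK signaling 0.03 (adjusted p = 0.923, above the Ctrl mean in 3 of 5 libraries), glutathione metabolism -0.20 (adjusted p = 0.0105, above the Ctrl mean in 0 of 5 libraries), and regulation of lipolysis 0.21 (adjusted p = 0.187, above the Ctrl mean in 5 of 5 libraries). Fry called the lipolysis set higher in BAT at 0.0106 (range 0.0106 to 0.471). The set of COP9 signalosome subunits other than *Cops8* had -0.04 (adjusted p = 0.732, above the Ctrl mean in 1 of 4 libraries) and 0.00 (adjusted p = 0.701, above the Ctrl mean in 1 of 5 libraries). Over the interaction of genotype and tissue, camera called 6 pathway and 7 marker sets and fry 4 and 3. With an estimated correlation none of the sets was called, as the smallest adjusted p was 0.149. Called by both camera and fry, and positive, were AMPK signaling (camera, adjusted p = 4.15e-05, median 0.22), lipolysis (8.26e-06, median 0.39), neutrophil extracellular traps (7.85e-04, median 0.31), efferocytosis (0.0191, median 0.23), adipocyte markers (9.73e-13, median 0.68 with 24 of 25 genes positive), macrophage markers (2.36e-13, median 0.61 with 20 of 25 positive) and thermogenic markers (5.58e-09, median 0.87 with 15 of 19 positive). Called by camera but not by fry were insulin signaling (0.00131, fry 0.11), phagosome (0.0197, fry 0.11), mast cell markers (0.0202, fry 0.156), and endothelial (7.94e-04), fibroblast and progenitor (1.53e-05) and skeletal muscle markers (1.93e-07, median 4.76), each at 0.16 under fry. *Acta1* was high in only 2 BAT libraries, as given above.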
